# DMSO cryopreservation is the method of choice to preserve cells for droplet-based single-cell RNA sequencing

**DOI:** 10.1038/s41598-019-46932-z

**Published:** 2019-07-23

**Authors:** Christian T. Wohnhaas, Germán G. Leparc, Francesc Fernandez-Albert, David Kind, Florian Gantner, Coralie Viollet, Tobias Hildebrandt, Patrick Baum

**Keywords:** Transcriptomics, Transcriptomics

## Abstract

Combining single-cell RNA sequencing (scRNA-seq) with upstream cell preservation procedures such as cryopreservation or methanol fixation has recently become more common. By separating cell handling and preparation, from downstream library generation, scRNA-seq workflows are more flexible and manageable. However, the inherent transcriptomic changes associated with cell preservation and how they may bias further downstream analysis remain unknown. Here, we present a side-by-side droplet-based scRNA-seq analysis, comparing the gold standard – fresh cells – to three different cell preservation workflows: dimethyl sulfoxide based cryopreservation, methanol fixation and CellCover reagent. Cryopreservation proved to be the most robust protocol, maximizing both cell integrity and low background ambient RNA. Importantly, gene expression profiles from fresh cells correlated most with those of cryopreserved cells. Such similarities were consistently observed across the tested cell lines (R ≥ 0.97), monocyte-derived macrophages (R = 0.97) and immune cells (R = 0.99). In contrast, both methanol fixation and CellCover preservation showed an increased ambient RNA background and an overall lower gene expression correlation to fresh cells. Thus, our results demonstrate the superiority of cryopreservation over other cell preservation methods. We expect our comparative study to provide single-cell omics researchers invaluable support when integrating cell preservation into their scRNA-seq studies.

## Introduction

Research at the single-cell level has become one of the most rapidly growing disciplines in life science, allowing for new insights into the dynamics of biological processes and tissue composition^1^. In genomics, single-cell RNA sequencing (scRNA-seq) has substantially driven this development by shifting transcriptomic analysis from population scale to single-cell resolution. This unbiased, next-generation sequencing based approach increases the resolution of gene expression analyses and allows comprehensive investigation of complex biological systems such as tissues or the immune system and the discovery of unknown cell subsets^2,3^.

Since its first description in 2009^4^, further development has led to an explosion of scRNA-seq systems^3^, including platforms that differ in the way cells are isolated, how transcripts are captured and amplified as well as their sensitivity and throughput^3^. High-throughput droplet-based platforms such as inDrop^5^, Drop-seq^6^ and the commercial Chromium^7^ system apply microfluidics to encapsulate single cells into droplets. Distinctly barcoded beads carrying cell barcodes and unique molecular identifiers (UMIs) are co-encapsulated into the droplets in order to individually tag the captured transcripts per cell. This droplet approach enables the investigation of tens of thousands of individual cells simultaneously in a single run^2,3^. The ability to process large amounts of cells per sample facilitates the detection of rare cell types and is one of the main advantages of droplet-based systems^2^ which has contributed greatly to the popularity of these techniques. Although droplet-based platforms allow for a high throughput of cells per sample, the capacity to process different samples in parallel is limited. Reasons for limited sample throughput are multiple, such as restrictions in parallelised sample processing by microfluidic devices or the requirement to prepare single-cell suspensions of high-quality for encapsulation which is essential for a successful scRNA-seq study^1^. Furthermore, the preparation of high-quality cell suspensions can be very time-consuming by itself, thereby limiting sample throughput. Possibilities to separate sample preparation from immediate processing in the microfluidic device would therefore allow for greater throughput and flexibility. Additionally, immediate processing of samples can be a challenge due to a lack of dedicated equipment, such as microfluidic devices, and infrastructure^1^. Moreover, simultaneous instead of immediate sample processing might be the preferred choice if samples were collected across several time points, such as time course analysis, to prevent technical batch effects^1^. Similarly, studies with spatially separated cell handling and scRNA-seq analysis, such as multicentered trials, require methods to separate cell preparation from immediate processing for scRNA-seq.

Recently, some efforts have been made to develop protocols that enable storage and preservation of cells for later scRNA-seq analysis^7–13^. Most popular are protocols where cells are cryopreserved using dimethyl sulfoxide (DMSO) or preserved by methanol fixation. DMSO, a cell penetrating cryoprotectant^14^, is commonly used to cryopreserve animal cells and protects them from intracellular formation of ice crystals^15^. Methanol, in contrast, is a coagulating fixative which dehydrates cells and cause nucleic acids to appear in a collapsed form at concentrations >65% and in the presence of salts^8^. This procedure allows the preservation of nucleic acids while introducing only minor chemical modifications^16^. Nucleic acids can then be transformed into their original state by rehydration^8^ for further processing. Compatibility of preservation by 80% methanol has previously been shown for bulk and scRNA-seq^8,17^. Commercially available formulations to preserve cells and their RNAs provide an additional source of reagents for scRNA-seq-compatible cell preservation. One such reagent is CellCover (Anacyte Laboratories, Hamburg, Germany) that allows preservation of distinct cell types and their RNAs as well as proteins. The CellCover reagent has already been successfully applied to stabilize cells during cell preparation until processing them for scRNA-seq^18^.

Although these methods were used to preserve or stabilize cells for scRNA-seq in different studies^7,8,12,19^, a systematic comparison is still lacking. In this study, we compared DMSO cryopreservation, methanol fixation as well as CellCover reagent to preserve cells for scRNA-seq analysis using droplet-based high-throughput platforms. These three preservation methods were compared using a species mixing experiment with human (HEK293) and murine (3T3) cell lines, as well as monocyte-derived macrophages (MDMs) which represent a more difficult to preserve primary cell derived cell type. Protocol assessment was based on quality control parameters including cell integrity, gene and UMI count per cell, percentage of mitochondrial transcripts per cell and cross-species contamination. Additionally, we investigated whether cell preservation affects the gene expression profiles. Finally, the best method was tested with immune cells in order to assess its performance on a heterogeneous population of primary cells that are commonly investigated in scRNA-seq studies.

## Methods

### Ethics statement

All studies on human donor blood were performed in accordance with the guidelines and regulations of German legislation and the experimental protocol was approved by the ethical committee of the Landesärztekammer Baden-Württemberg (Germany). For this study an anonymized blood sample was obtained from a healthy volunteer that provided written informed consent. Animal experiments were conducted in accordance with the German law on animal welfare (TierSchG) and were approved by the Regierungspräsidium Tübingen. All methods were performed in accordance with relevant guidelines and applicable regulations.

### Samples and cell preparation for scRNA-seq

#### Species mixing experiment

Human HEK293 and murine NIH 3T3 cells were grown in Dulbecco’s Modified Eagle Medium (DMEM, Gibco, Thermo Fisher Scientific, Waltham, MA) supplemented with 10% of fetal calf serum (FCS, Gibco, Thermo Fisher Scientific, Waltham, MA). The cells were incubated at 37 °C and 5% CO_2_ to approximately 70–80% confluence and then prepared for scRNA-seq analysis and preservation.

First, the medium was removed and the cells were washed twice with 10 mL of PBS (Gibco, Thermo Fisher Scientific, Waltham, MA). Cells were detached using 3 mL of Trypsin-EDTA solution (Sigma-Aldrich, St. Louis, MO) and incubation for 30 sec at 37 °C. Trypsinization was stopped by adding 10 mL of medium and cells of several flasks were collected and centrifuged for 5 min at 300 g. The supernatant was removed and the cells were resuspended in 5 mL of PBS/bovine serum albumin (BSA) buffer (0.01% BSA, Sigma-Aldrich, St. Louis, MO). The cells were then stored on ice and filtered through a 40 µm cell strainer (Corning, New York, NY) for scRNA-seq and preservation by the different preservation methods.

#### Monocyte-derived macrophages

Monocyte-derived macrophages were differentiated from peripheral blood monocytes (Supplementary Methods) and collected for scRNA-seq analysis by incubating UpCell^TM^ plates (Thermo Fisher Scientific, Waltham, MA) for approximately 30 min at room temperature until the cells detached from the plates. MDMs were then pelleted for 10 min at 300 g, resuspendend in PBS/2 mM EDTA/2% FCS and stored on ice for 15 min. For scRNA-seq and cell preservation the MDMs were resuspended in PBS/BSA buffer and filtered through a 40 µm cell strainer.

#### Rat liver immune cells

Immune cells were isolated from livers of male Han Wistar rats (Janvier, Le Genest-St-Isle, France) fed with either choline-deficient, l-amino acid-defined (CDAA) diet (n = 2, positive control (PC)) or choline-sufficient, l-amino acid-defined (CSAA) diet (n = 2, negative control (NC)). Livers were dissected, pushed through 500 µm and 200 µm filters, respectively and then flushed through a 70 µm cell strainer (pluriSelect, Leipzig, Germany) using PBS/0.5% FCS buffer. In between the different filtering steps the liver suspensions were centrifuged for 5 min at 320 g and 4 °C. Cell pellets were washed again using chilled PBS/0.5% FCS buffer and the remaining erythrocytes were lysed using 12 mL of RBC Lysis Buffer (Invitrogen, Thermo Fisher Scientific, Waltham, MA) according to the manufacturer´s instructions. The cell pellet was washed and resuspended in 15 mL of PBS/0.5% FCS buffer and carefully transferred on top of 12 mL Lymphocyte Separation Medium (Lonza, Basel, Switzerland). Centrifugation for 20 min at 400 g and 4 °C (brake set to 7, centrifuge model 5810 R, Eppendorf, Hamburg, Germany) separated the different cell populations and the immune cell containing gradient interphase was collected and washed in PBS/0.5% FCS buffer. To prepare cells for scRNA-seq the cell pellets were washed in 10 mL of HBSS/0.04% BSA/2 mM EDTA and HBSS/0.04% BSA, respectively. Finally, the cells were resuspended in HBSS/0.04% BSA buffer and filtered through a 40 µm cell strainer.

#### Estimation of cell concentration and integrity

Cell concentration and cell integrity/viability were determined by trypan blue dye exclusion staining and the Countess^TM^ cell counter (Invitrogen, Thermo Fisher Scientific, Waltham, MA) for the species mixing experiment and MDMs. For rat liver immune cells both parameters were estimated by the NucleoCounter NC-200^TM^ device (Chemometec, Allerod, Denmark; acridine orange and DAPI staining).

### Cell preservation and processing for scRNA-seq

Three methods to preserve cells for later scRNA-seq analysis were evaluated in this study, cryopreservation using DMSO, methanol fixation and storage in CellCover reagent (Anacyte Laboratories, Hamburg, Germany) at −20 °C and 4 °C. All methods were tested side-by-side for the species mixing experiment and MDMs whereas only DMSO cryopreservation was tested for the rat immune cells. Cells of the species mixing experiment were stored for one and 15 weeks (except the preservation by CellCover reagent at 4 °C which was only tested for one week), respectively to investigate the effect of storage duration. MDMs and rat immune cells were stored for three weeks.

#### DMSO cryopreservation

Cells were cryopreserved using a modified version of the protocol described by 10x Genomics (CG00039, Rev C). Briefly, cell suspensions were centrifuged for 5 min at 300 g and 4 °C. Supernatants were discarded and the cell pellets were resuspended in pre-chilled (4 °C) DMSO/FCS solution containing 10% of DMSO. Aliquots of 1 mL were dispensed into cryovials and placed into a CoolCell^®^ (BioCision, Larkspur, CA) that was pre-cooled in the fridge at 4 °C for at least two hours. The CoolCell^®^ was stored overnight at −80 °C and the cryovials were then transferred to −150 °C storage. Aliquots contained 4.5 × 10^6^, 3.2 × 10^6^ and between 2.1 × 10^6^ and 8.5 × 10^4^ cells for the species mixing experiment, MDMs and rat liver immune cells, respectively.

Frozen samples were prepared for scRNA-seq by rapidly thawing them at 37 °C and transferring the cells into 50 mL centrifuge tubes. The cryovials were rinsed with 1 mL of warm (37 °C) medium which was then added dropwise to the DMSO containing fraction while gently shaking the cells. DMEM was used for the species mixing experiment while RPMI 1640 medium (Gibco, Thermo Fisher Scientific, Waltham, MA) supplemented with 10% of FCS was used for primary and primary-derived cells. Next, the cells were gradually diluted by first adding 2 mL of medium followed by another 4, 8 and 16 mL respectively. The cell suspension was gently swirled for 5 sec and incubated for 1 min in between the four dilution steps. The diluted cell suspension was centrifuged for 5 min at 300 g and most of the medium was discarded leaving approximately 1 mL of supernatant. The cells were gently resuspended in the remaining supernatant and washed by adding 9 mL of medium. After centrifugation for 5 min at 300 g the supernatant was discarded and the cells were washed in 1.5 mL of PBS/BSA buffer. Finally, the cells were resuspended in PBS/BSA buffer, filtered through a 40 µm cell strainer and stored on ice until counting and loading of the cells into the scRNA-seq device. For immune cells HBSS was used instead of PBS.

#### Methanol fixation

Methanol fixation of species mixing cell lines and MDMs was performed as described by Alles *et al*.^8^. Briefly, cells were pelleted by centrifugation for 5 min at 300 g and 4 °C and resuspended in ice-cold PBS/BSA. Methanol (JT Baker, Avantor Center Valley, PA) pre-chilled to −20 °C was added drop-wise to finally obtain a methanol concentration of 80%. The cells were gently mixed while adding methanol to avoid formation of cell clumps. 1 mL aliquots containing 4.5 × 10^6^ HEK/3T3 cells or 3.2 × 10^6^ MDMs were stored on ice for 20 min and then transferred to −80 °C. For scRNA-seq analysis the preserved cells were processed as described before^8^.

#### CellCover reagent

In order to preserve cells using the CellCover reagent, HEK/3T3 cells and MDMs were centrifuged for 5 min at 300 g and 4 °C. The supernatant was removed and cell pellets were resuspended in cold (4 °C) CellCover reagent. Aliquots of 800 µL containing 4.5 × 10^6^ HEK/3T3 cells or 3.2 × 10^6^ MDMs were immediately stored at 4 °C until further processing according to the manufacturer´s instructions. After storage overnight at 4 °C some replicates were transferred to −20 °C storage in order to evaluate whether CellCover reagent also allows the preservation of frozen cells.

For scRNA-seq analysis samples stored at −20 °C were thawed and kept on ice throughout the procedure. Likewise, the samples stored at 4 °C were kept on ice during the procedure. Samples were centrifuged for 5 min at 300 g in a centrifuge pre-cooled to 4 °C and the CellCover supernatant was removed. Cell pellets were washed once in cold PBS/BSA buffer and then resuspended in the same buffer, filtered through a 40 µm cell strainer and transferred into the Drop-seq device.

### Library preparation and sequencing

Suitability of the protocols and reagents to preserve cells for scRNA-seq was evaluated using two popular droplet-based scRNA-seq systems, Drop-seq and the 10x Genomics Chromium device. Species mixing experiments and MDMs were processed by the Drop-seq system whereas the Chromium device was used for primary immune cells. In contrast to the Chromium device the Drop-seq platform did not support parallelised sample processing; therefore we prepared a single replicate per sample for the Drop-seq experiments. In order to allow comparability of the samples we minimised sources of technical bias by ensuring that cell handling and operation of the scRNA-seq devices were always performed by the same person. Additionally, all libraries were prepared by the same person and were pooled and sequenced on the same flowcell per experiment.

#### Drop-seq

The Drop-seq system (Dolomite Bio, Royston, UK) was operated as described by the manufacturer using cell suspensions of 200 cells/µL. Barcoded beads (Barcoded Bead SeqB, ChemGenes Corp., Wilmington, MA) were diluted to a concentration of 300 beads/µL. Droplets were collected in a 50 mL centrifuge tube (Sample Tube) and processed as described by Macosko *et al*.^6^ including minor modifications. During droplet breakage the first supernatant (after adding 30 mL 6X SSC and 1 mL perfluorooctanol to the collected droplets, shaking vigorously four times and centrifugation for 1 min at 1,000 g) was not discarded as described in the original protocol but collected in a 50 mL centrifuge tube (Supernatant Tube) and immediately centrifuged for 1 min at 1,000 g in order to increase the bead yield. Then, the supernatant was immediately discarded. Beads remaining on the oil interface in the Sample Tube were spun up using 30 mL of 6X SSC and transferred to the Supernatant Tube. Following another round of centrifugation for 1 min at 1,000 g the supernatant was removed and discarded. Beads were transferred to a 2 mL Eppendorf cup and washed twice with 1 mL of 6X SSC and then with 300 µL of 5x Maxima H-RT buffer (Thermo Fisher Scientific, Waltham, MA). After reverse transcription and exonuclease reaction the cDNA attached to beads was amplified during 4 + 10 and 4 + 11 PCR cycles for the species mixing experiment and MDMs, respectively. In total, 39,000 beads per sample were used for cDNA amplification and split into 13 PCR reactions using 3,000 beads each. All PCR reactions per sample were pooled and purified twice with 0.6 volumes of Agencourt AMPure XP beads (Beckman Coulter, Brea, CA). Quality of the cDNA was assessed by Fragment Analyzer analysis using 1 µL per sample and the High Sensitivity NGS Fragment 1–6000 bp Assay (AATI, Agilent Technologies, Santa Clara, CA).

Libraries were prepared from 670 pg of amplified cDNA using the Nextera XT DNA sample preparation kit (Illumina, San Diego, CA). During the final PCR reaction (12 cycles) custom primers and indices were used and the libraries were purified as described before^6^. Libraries were on average 611 bp and 646 bp in length for the species mixing experiment and MDMs, respectively. Paired-end sequencing was performed on a NextSeq 500 (Illumina, San Diego, CA) using a 75 cycles NextSeq™ 500 High Output Kit v2 (Illumina, San Diego, CA) and comprised a 20 bp read 1 (12 bp cell barcode and 8 bp UMI), 8 bp index read as well as a 50 bp read 2 (transcript sequence read). For the conversion of BCL files to FASTQs, we used bcl2fastq v2.17.1.14 with the parameters “–minimum-trimmed-read-length 20” and “–mask-short-adapter-read 1”.

#### 10x Genomics platform

Operation of the Chromium Controller and library preparation using the Single Cell 3’ Reagent Kits v2 (10x Genomics, Pleasanton, CA) were performed according to the instructions of the manufacturer. The Single Cell 3’ Chip was loaded aiming for 5,000 captured cells. cDNA from captured immune cells was amplified during cDNA amplification by 13 PCR cycles and the libraries were prepared from 110 ng of cDNA including 13 cycles of amplification during the final index PCR reaction. In addition to the cleanup procedure described by the manufacturer an additional cleanup step with 1 volume of SPRISelect Beads (Beckman Coulter, Brea, CA) was performed to remove excessive primers and primer dimers.

Libraries were on average 450 bp in length and sequencing was performed on a HiSeq 4000 (Illumina, San Diego, CA) using a HiSeq 3000/4000 PE Cluster Kit and two 50-cycle SBS kits (Illumina, San Diego, CA). Paired-end sequencing included a 26 bp read 1 (16 bp cell barcode and 10 bp UMI), 8 bp index read and 98 bp read 2 (transcript sequence read).

### Data processing

Sequencing reads from Drop-seq experiments were aligned using STAR aligner version 2.3.0^20^ and aligned against a merged reference of both human hg19 and murine mm10 for the species mixing experiment whereas reads of MDMs were aligned to GRCh38 and annotated according to Ensembl release 86^21^. The STAR genome indices were generated using the parameters “–sjdbOverhang 49” and “–genomeSAsparseD 2”. Drop-seq tools software^6^ version 1.12 was then applied to generate a digital expression matrix for each sample.

10x Chromium data were processed with Cell Ranger version 2.1.1^7^ and the Rnor6.0 reference genome was used to align the reads. Annotation of the reads was based on Ensembl release 86.

### Data analysis

In order to assess and compare the performance of the three preservation methods conserved cells were compared to fresh cells. The dropbead R package^8^ version 0.25 was applied to identify cell barcodes that represented real cells. Cells kept for further analysis were identified from a cumulative plot of read counts detected per cell barcode where the inflection point acts as a cutoff to distinguish background from proper single cells. Additionally, cell barcodes with less than 100 detected genes were excluded from further analyses to avoid a bias by background noise.

#### Cell impurity

Filtered species mixing single-cell data were used to estimate cell impurity for each cell barcode per sample. Cell impurity represents the fraction of transcripts per human cell that originate from murine cells and vice versa and covers cross-species contamination by ambient RNA as well as cross-species cell doublets. We performed Barnyard plot analysis as described elsewhere^6^ to identify the species of origin per cell. Cells with ≥50% of human transcripts were assigned as human cells while the remaining cells represented murine cells.

#### Quality control, single-cell clustering and cell annotation

The quality of fresh and preserved single cell samples was assessed by commonly used quality control parameters including the gene and UMI count as well as the percentage of mitochondrial transcripts per cell. These quality control parameters were calculated for cells selected by the dropbead package as part of the scRNA-seq data analysis procedure using the Seurat R package version 2.3.4^22^. The sample data sets corresponding to each of the species mixing, MDM and rat liver immune cell experiments were respectively merged into one R Data object per experiment for joint cluster analysis. In a next step the count data per cell were normalized and log transformed using the default settings of Seurat’s “NormalizeData” function. Principal component analysis and canonical correlation analysis were performed using the highly variable genes for the species mixing experiment and rat liver immune cells, respectively. The principal components and canonical vectors explaining the most variance (11 for the species mixing experiment and 20 for rat immune cells) were selected for subsequent cluster analysis and the immune cell data sets were aligned by animal of origin. Cluster analysis was computed at 0.2 and 0.4 resolution for the species mixing experiment and rat immune cells, respectively. Single-cell clustering was visualized by t-distributed stochastic neighbor embedding (t-SNE) plots using default parameters. Cell types of the rat immune cell samples were manually annotated by marker genes that were at least 2-fold increased in individual cell clusters compared to the remaining cells.

#### Similarity of fresh and preserved gene expression profiles

Statistically significant differences between gene levels of the fresh and preserved cells as well as between cell clusters was calculated by the MAST linear model approach, R package version 1.4.1^23^, as implemented in the Seurat package. Genes at least 2-fold deregulated were considered to be significantly altered if *P* values adjusted for multiple testing were less than 0.05 (Bonferroni correction).

Overall similarity of fresh and preserved “pseudo-bulk” gene expression profiles was assessed by correlation and hierarchical cluster analysis. Pseudo-bulk profiles were generated by calculating the sum of the transcript counts across all cells per sample. The raw pseudo-bulk count matrices were scaled and the expression levels recalculated into counts per million using edgeR^24^ version 3.20.9. Pearson correlation of the fresh and preserved samples was computed by means of the dropbead package using the filtered count matrices as input which contained cell barcodes that represented real cells. For hierarchical cluster analysis, the pheatmap package version 1.0.8^25^ was applied to the log_2_ transformed pseudo-bulk profiles using default parameters and the entire gene set per sample. A pseudo-count of 0.5 was added per gene count prior to log_2_ transformation.

To identify genes that were affected by storage duration we performed time course analysis for gene expression over time using the limma R package^26^. Raw single-cell as well as pseudo-bulk gene count matrices were processed into counts per million (CPM) and analysed using linear models that were fitted using the lmFit function of limma with time added as a factor in the design matrix for 0 (for fresh), 1 week, and 15 weeks. Statistics were calculated by empirical Bayes moderation and genes were considered to be affected by preservation if FDR adjusted *P* values were <0.05 and a fold change ≥2 in either direction.

For the species mixing experiment all analyses were performed separately for both, human and murine cells to capture differences between the two cell lines.

## Results

### Systematic comparison of cell preservation protocols

#### Cell integrity and cell impurity are highly variable across protocols

In order to compare protocols for scRNA-seq compatible cell preservation we performed a species mixing experiment using a mixture of human and murine cells on the Drop-seq platform. First, the integrity and cell impurity of the preserved cells were investigated to compare the different protocols. The fresh cells contained mainly living cells indicated by a cell integrity measure of 93%. DMSO cryopreservation maintained high cell integrity of 94% and 89% for the cells stored for one and 15 weeks, respectively. In contrast, cell integrity dropped substantially below 15% after methanol fixation for one and 15 weeks. Similarly, cell integrity of the samples preserved by CellCover reagent declined to 59%, 25% and 37% after storage at 4 °C for one week and at −20 °C for one and 15 weeks, respectively (Fig. 1a).

**Figure 1:**
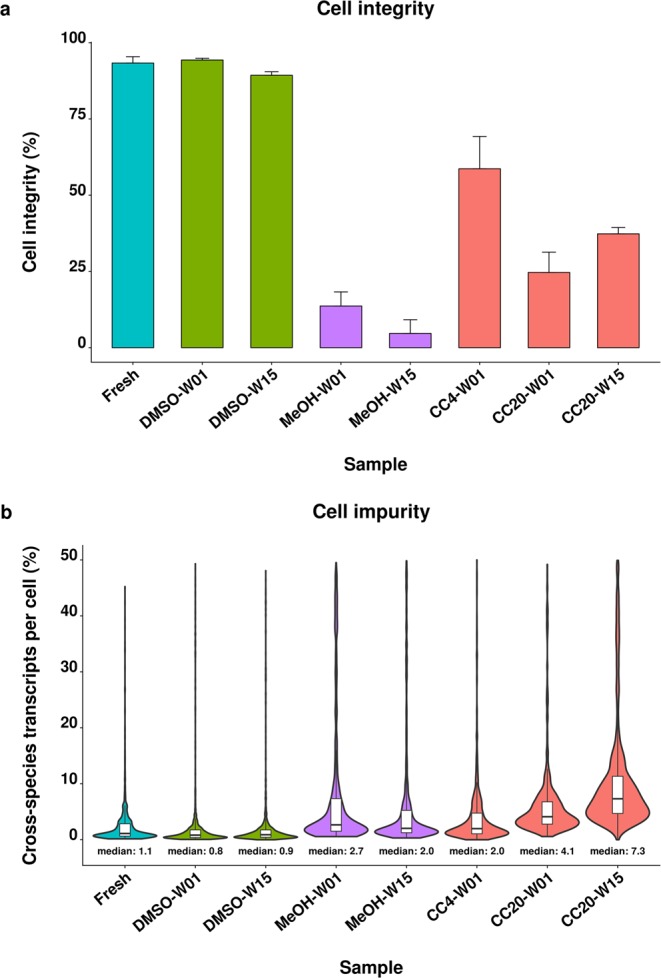
Cell integrity and cell impurity of fresh and preserved cells. Cell integrity (**a**) and cell impurity (**b**) were determined for the fresh human/mouse cell mixture and cells preserved using DMSO cryopreservation (DMSO), methanol fixation (MeOH) and CellCover reagent at 4 °C (CC4) and −20 °C (CC20). Cells were stored for one (W01) and 15 weeks (W15). Cell integrity is represented by the percentage of undamaged cells as determined by live/dead staining. Cell impurity reflects the fraction of cross-species transcripts per cell barcode including contamination by ambient RNA as well as co-encapsulated cells.

Cell impurity, defined as the fraction of transcripts per human cell that originated from murine cells and vice versa, was similar for fresh and DMSO preserved cells indicated by a median cell impurity of 0.8–1.1%. Methanol preservation resulted in a higher fraction of cells with increased cell impurity exemplified by an approximately 2-fold increased median cell impurity of 2.0–2.7%. Cell impurity was most variable for the cells stored in CellCover reagent indicated by medians of 2.0% up to 7.3% for the cells stored for one week at 4 °C and 15 weeks at −20 °C, respectively (Fig. 1b).

### Impact of cell preservation on scRNA-seq quality control parameters

In addition to cell integrity and cell impurity, scRNA-seq quality control parameters were investigated on 603–1,553 cells per sample (Supplementary Table S1) to further assess the performance of the preservation protocols. First, we investigated the percentage of mitochondrial transcripts as well as the number of genes and UMIs detected per cell which are commonly used parameters to assess the quality of scRNA-seq samples.

The median numbers of gene counts per cell were similar for fresh cells and cells preserved by DMSO cryopreservation as well as methanol fixation, ranging between 2,500 and 3,181 genes for human cells (Fig. 2a). Likewise, the median number of UMI counts detected per human cell was in the similar range and between 4,943 and 6,497 UMIs per cell (Fig. 2b). Both, the number of genes and UMIs detected per cell were decreased in cells that were preserved using the CellCover reagent. Median gene and UMI counts per cell were 1.8-fold to 4.2-fold and 2.1-fold to 3.5-fold decreased compared to fresh cells, respectively (Fig. 2a,b). In contrast, the median percentage of mitochondrial transcripts was 5.1-fold to 12.5-fold increased after CellCover preservation and approximately 2-fold increased for methanol fixed cells. The median percentage of mitochondrial transcripts of 3.9% to 4.8% was similar for DMSO cryopreserved and fresh cells (Fig. 2c). The patterns observed for human cells were similar in the murine cells of the species mixing experiment (Supplementary Fig. S1).

**Figure 2:**
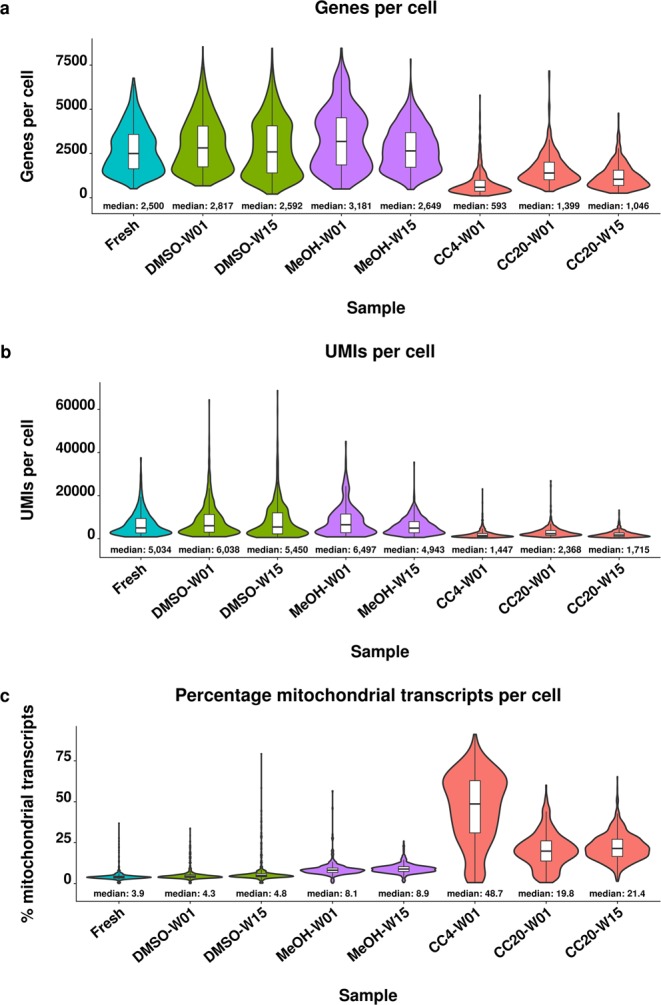
Quality control parameters of fresh and preserved human cells. Distribution and median gene count per cell (**a**), unique molecular identifier (UMI) count per cell (**b**) and percentage of mitochondrial transcripts per cell (**c**) detected for fresh cells and after DMSO cryopreservation (DMSO), methanol fixation (MeOH) and storage in CellCover reagent at 4 °C (CC4) and −20 °C (CC20). Cells were stored for one (W01) and 15 weeks (W15). Data shown are derived from human HEK293 cells of the species mixing experiment.

### DMSO cryopreservation maintains highly similar gene expression profiles

We further investigated the impact of preservation on cellular and pseudo-bulk expression profiles. Cluster analysis revealed seven cell clusters that were driven by human (HEK293 cells) or murine (3T3 cells) cell origin and the preservation method (Fig. 3). The fresh and DMSO preserved cells clustered together into one distinct cell cluster per species indicating that the expression profiles of the fresh cells were most similar to DMSO preserved cells (Fig. 3b,d). In contrast, cells preserved by CellCover reagent at 4 °C formed separate clusters for both species. Similarly, human cells stored in CellCover reagent at −20 °C and methanol fixed cells formed separate clusters whereas the respective murine cells clustered within one cell cluster (Fig. 3a,b,d). Most human and murine cells preserved by CellCover reagent at −20 °C showed a moderate cross-species contamination of 5–10% (Figs 1b and 3c). For the cells preserved by the remaining protocols the fraction of cross-species contaminated cells was considerably lower but murine cells seemed to be more affected by cross-species contamination than human cells. This pattern was particularly observed for MeOH fixed cells and cells preserved by CellCover reagent at 4 °C whereas the fraction of cross-species contaminated fresh and DMSO preserved cells was lower (Fig. 3b–d).

**Figure 3:**
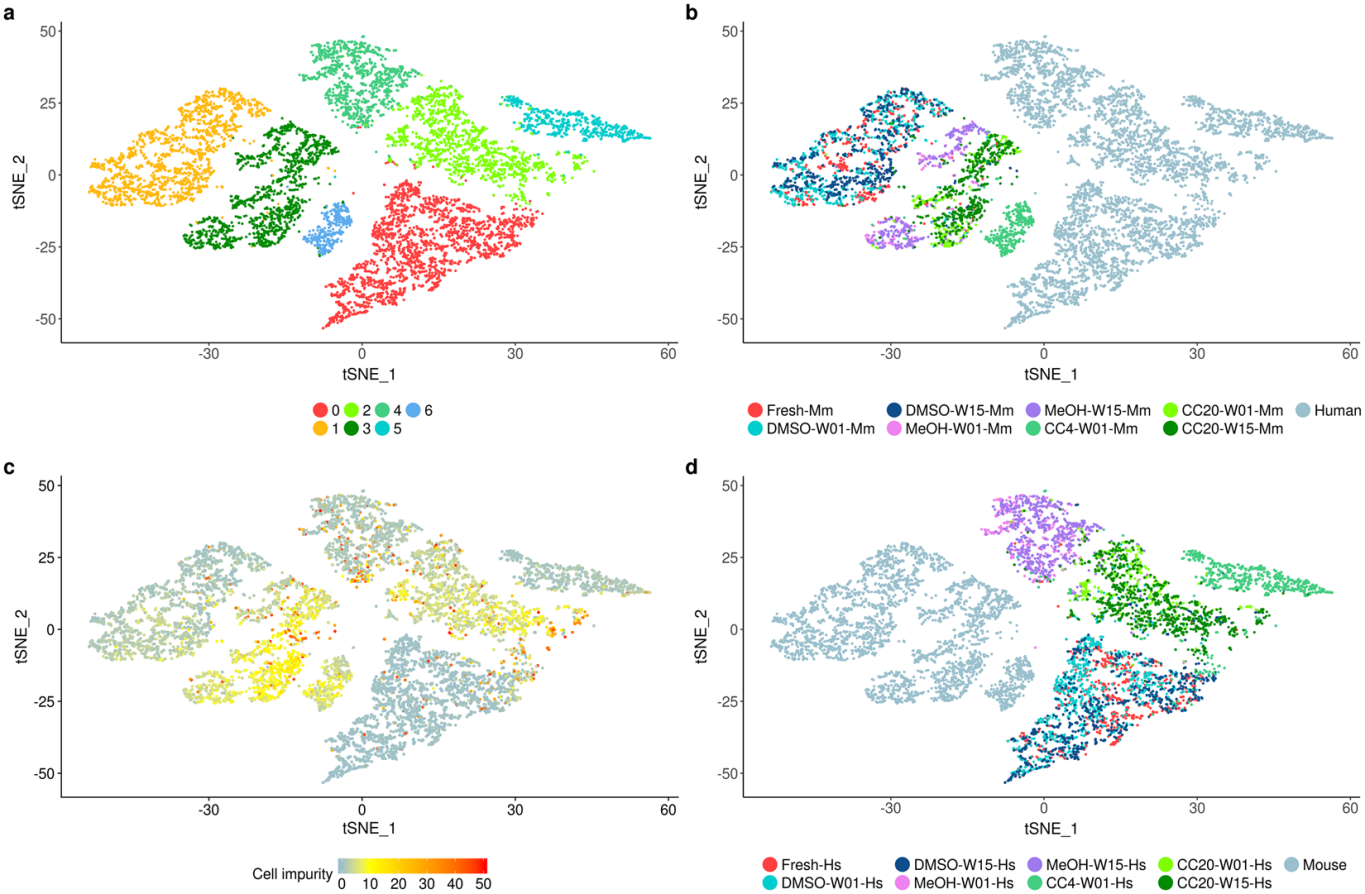
Cluster analysis of fresh and preserved species mixing samples. Cell clustering identified seven cell clusters (**a**) and was mainly driven by murine (Mm) and human (Hs) origin and the preservation method. DMSO cryopreserved (DMSO) cells clustered together with the fresh cells whereas the cells preserved by CellCover reagent at 4 °C (CC4) and −20 °C (CC20) as well as methanol fixation (MeOH) formed separate clusters for murine and human cells respectively (**b**,**d**). The fraction of cross-species transcripts per cell (“cell impurity”) was variable across the different protocols and species (**c**). W01, storage for one week; W15, storage for 15 weeks.

Single-cell cluster analysis identified differences between fresh and preserved cells based on the highly variable genes. The similarity of the preserved cells relative to the fresh cells was also investigated on the entire gene set by hierarchical cluster analysis of the pseudo-bulk (aggregated) profiles from the same samples. The pseudo-bulk hierarchical clustering reiterated the clustering patterns observed on the single-cell level. Pseudo-bulk gene expression profiles of DMSO preserved cells showed the highest similarity to fresh cells whereas methanol fixed cells and cells preserved by CellCover reagent clustered separately (Supplementary Fig. S2).

Additionally, pseudo-bulk expression profiles of preserved and fresh cells were compared using correlation scatter plots. DMSO preserved cell profiles correlated best with those of fresh cells (R = 0.98 and R = 0.97 in human and mouse samples respectively), independently of storage duration. Methanol fixation (R = 0.95–0.96) was slightly worse and samples stored in CellCover (R = 0.90–0.93 at −20 °C and R = 0.86 at 4 °C) were least-well preserved (Fig. 4, Supplementary Fig. S3).

**Figure 4:**
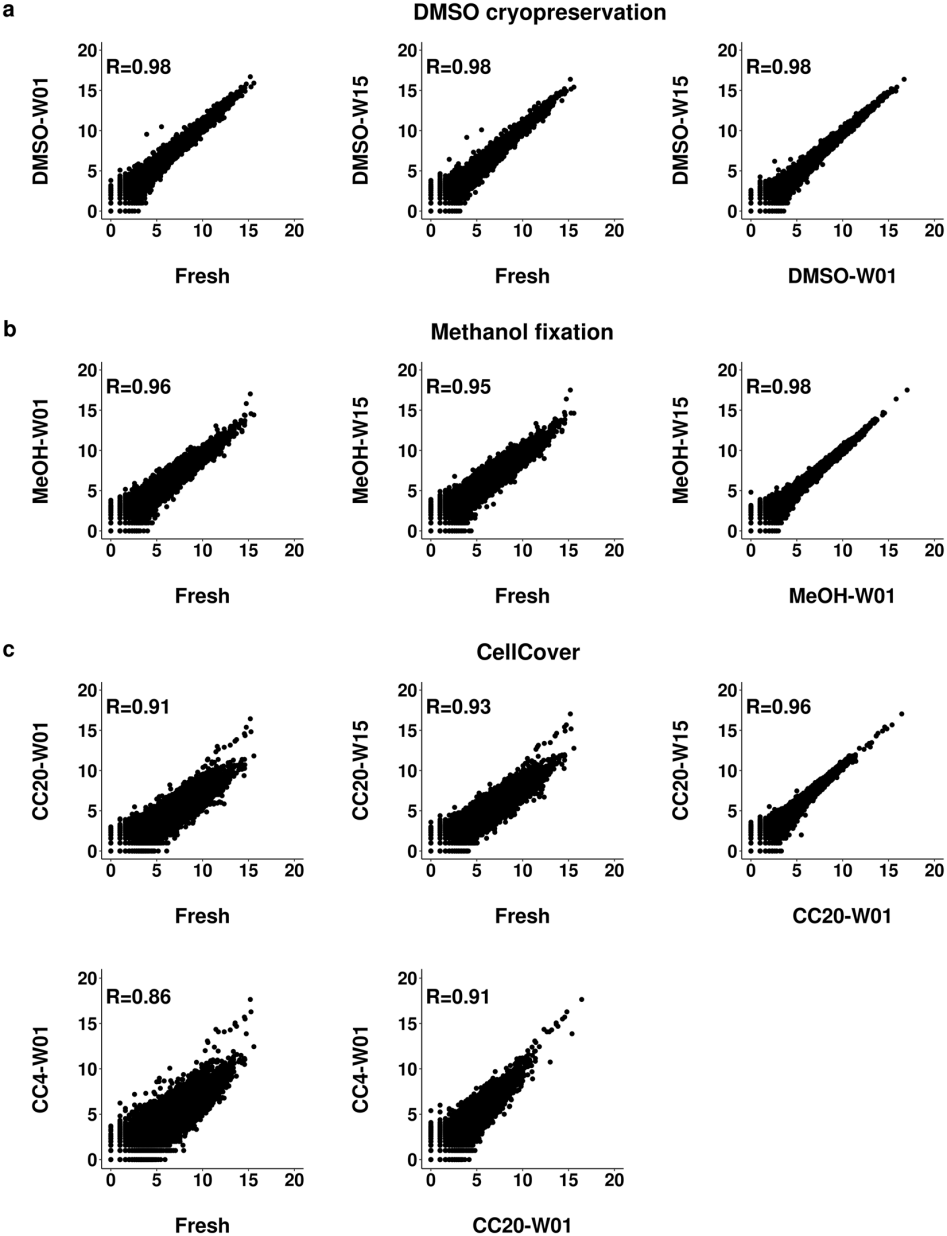
Pseudo-bulk gene expression correlation of fresh and preserved cells. Scatter plots show pairwise correlation of pseudo-bulk gene expression profiles from fresh cells and DMSO cryopreserved (DMSO) cells (**a**), methanol fixed (MeOH) cells (**b**) and cells preserved by CellCover reagent (**c**) at 4 °C (CC4) and −20 °C (CC20). Cells were stored for one week (W01) and 15 weeks (W15). Pearson correlation coefficient (R) indicates the degree of correlation. Data are shown for human HEK293 cells derived from the species mixing experiment. Axes represent log_2_ (UMI + 1) counts.

We also examined whether storage duration affects gene expression. Pseudo-bulk gene expression profiles of the cells preserved for one and 15 weeks were highly correlated (R ≥ 0.96 for human and murine cells respectively) independent of the protocol (Fig. 4, Supplementary Fig. S3). A time series analysis using the linear model “lmFit” function from the limma R package revealed that the gene expression profiles in either the single cell or pseudo-bulk scenarios were not significantly altered along the storage time period when assessed with an adj. *P* < 0.05 and a fold change ≥2.

Analysis of the statistically significant differences between the gene levels of fresh and preserved cells confirmed high similarity of the fresh and DMSO preserved cells with only 8 and 7 significantly altered (FC ≥2, adj. *P* < 0.05) genes in human HEK293 cells stored for one and 15 weeks, respectively. Similarly, altered levels of 15 and 25 genes were identified for murine 3T3 cells after one and 15 weeks of storage. Comparison of the significantly altered genes across species and both storage periods revealed a consistent increase of *FOS* and *FOSB* levels in DMSO preserved cells. The number of significantly altered genes was increased for methanol fixation (25–82 genes per sample). Consistently increased levels of the mitochondrial transcripts *MT*-*RNR1* and *MT*-*RNR2* were found for methanol fixed cells independent of the species and storage period. The CellCover preserved cells were most distinct from fresh cells illustrated by 135 to 813 significantly altered genes (Supplementary Table S2). Increased levels of several mitochondrial transcripts, an indicator of dying cells and decreased cell quality, were observed for CellCover preserved cells and up to 21.8-fold (*MT*-*RNR1*) increased for the sample stored at 4 °C.

### Protocol performance is highly variable for monocyte-derived macrophages

In addition to cell lines, the protocols were tested for primary cell derived monocyte-derived macrophages using the Drop-seq platform (127–571 cells per sample, Supplementary Table S1). The integrity of DMSO cryopreserved cells and cells stored in CellCover reagent at −20 °C was similar to fresh cells being between 93% and 96%. Cell integrity decreased substantially to 66% and 36% upon storage in CellCover reagent at 4 °C and by methanol fixation, respectively (Fig. 5a).

**Figure 5:**
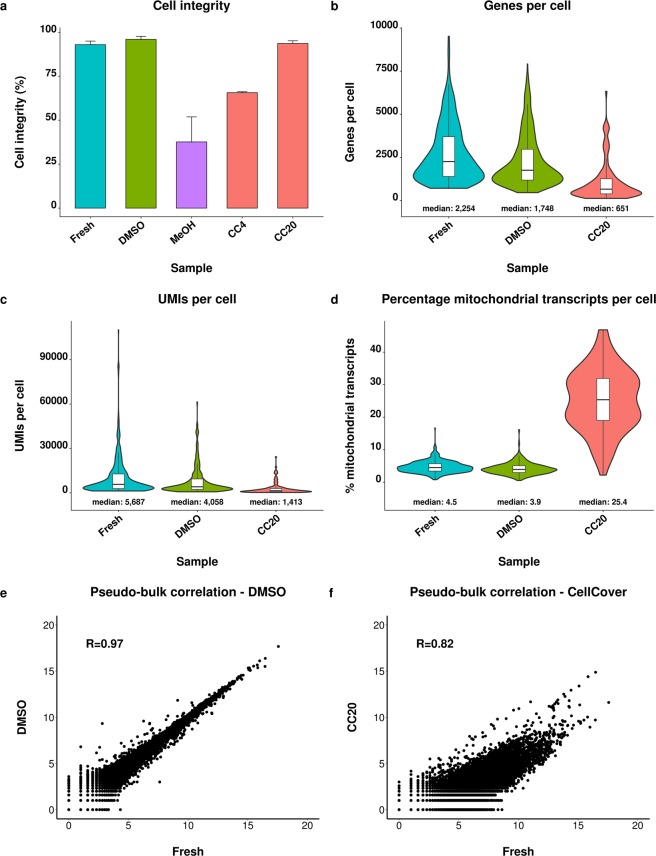
Comparison of fresh and preserved monocyte-derived macrophages. Comparison of cell integrity (**a**), gene count per cell (**b**), unique molecular identifier (UMI) count per cell (**c**), percentage of mitochondrial transcripts per cell (**d**) and pearson correlation of pseudo-bulk gene expression profiles (log_2_ (UMI + 1) counts) from fresh and preserved cells (**e**,**f**). Cells were preserved by DMSO cryopreservation (DMSO), methanol fixation (MeOH) and CellCover reagent at −20 °C (CC20). The capture of cDNA from methanol preserved MDMs and processing of MDMs stored in CellCover at 4 °C was not feasible, therefore the analysis of these preservation methods is not presented. Error bars indicate the standard deviation.

Interestingly, we did not succeed to obtain cDNA from methanol preserved MDMs although the presence of cellular entities in the preserved sample was confirmed during cell counting. Processing of a second replicate of the methanol fixed MDMs confirmed the finding and also did not yield any cDNA (data not shown). Additionally, scRNA-seq analysis could not be performed for MDMs recovered from CellCover storage at 4 °C since most cells were lost during storage and the final cell count was insufficient to perform scRNA-seq analysis.

The expression profiles of DMSO cryopreserved MDMs were similar to fresh MDMs indicated by similar but slightly decreased gene and UMI counts per cell as well as strongly correlated (R = 0.97) pseudo-bulk expression profiles (Fig. 5b,c,e). Cells preserved by the CellCover reagent were characterized by strongly decreased UMI and gene counts as well as a 5.6-fold increased abundance of mitochondrial transcripts (Fig. 5b–d). As expected, pseudo-bulk profiles of MDMs stored in the CellCover reagent were less similar (R = 0.82) to fresh cells compared to MDMs preserved by DMSO cryopreservation (R = 0.97, Fig. 5e,f).

The high similarity between the pseudo-bulk profiles of DMSO cryopreserved and fresh MDMs was confirmed by as little as 6 significantly (adj. *P* < 0.05, fold change ≥2) altered genes (Supplementary Table S3). In contrast, the levels of 506 genes were significantly different compared to fresh cells after preservation by the CellCover reagent which is in line with the decreased overall correlation of the pseudo-bulk profiles (Fig. 5e,f). Interestingly, *FOS* and *FOSB* were 3.8-fold and 2.8-fold increased by DMSO cryopreservation respectively, which has already been observed in the species mixing experiment. Mitochondrial transcripts were strongly increased (up to 23-fold) in CellCover preserved cells which is also consistent with the species mixing experiment.

### DMSO cryopreservation allows the preservation of primary immune cells

#### Fresh and cryopreserved gene expression profiles are highly similar

Finally, we investigated whether our initial findings are validated in a different cell population and on a different platform for the preservation method that performed best. 

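Immune cells enriched from the livers of 4 male rats were sequenced on the Chromium system, in which each droplet carries a cell barcode and each captured transcript a unique molecular identifier (UMI). Negative control animals NC1 and NC2 received a choline-sufficient diet, and positive control animals PC1 and PC2 a choline-deficient diet. Each animal gave 1 library of fresh cells and 1 library of DMSO cryopreserved cells that had been stored for 3 weeks, so there are 8 libraries. The cryopreserved cells were processed after storage and the fresh cells before it, so the day of processing and the preservation cannot be told apart. The authors counted UMIs per gene and barcode with Cell Ranger on the rat genome. The deposited counts are not normalized and list every barcode of the system, so cells still had to be selected. Between 18338700 and 26471843 UMIs were counted per library. Cells were taken as the barcodes with the most UMIs in each library, up to the number of cells in Supplementary Table S1, with at least 100 detected genes. This gave 32876 cells, of which 17509 were fresh and 15367 were DMSO cryopreserved. The cell with the fewest UMIs had 597 to 919 UMIs, depending on the library. Fresh and preserved libraries were paired by animal, because cells of 1 library are not independent replicates. Single measures were compared by a two-sided exact permutation test of the 4 paired differences, whose smallest possible p rounds to 0.13. Gene levels were compared with edgeR on UMIs summed per library, with the animal as a block, Benjamini-Hochberg adjustment, and the paper's thresholds of an adjusted p under 0.05 and a 2-fold change.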

We applied the DMSO cryopreservation protocol to immune cells enriched from rat liver and performed the experiment on the Chromium system which enabled the analysis of 3,542–4,719 cells per sample (Supplementary Table S1).

The DMSO cryopreservation protocol maintained a highly viable cell population indicated by approximately 95% of living cells, which was similar to fresh cells (Fig. 6a). The median gene counts per cell were highly similar for fresh and preserved samples and were in a range between 1,200 to 1,300 genes for NC animals and 1,400 to 1,500 genes for PC animals (Fig. 6b). 

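The median gene count per cell was 1327 in fresh and 1214 in DMSO cryopreserved cells of NC1, and 1296.5 and 1232.5 in those of NC2. In PC1 it was 1511 and 1437, and in PC2 1508 and 1433. The count was lower after preservation in 4 of 4 animals, with a mean difference of -81.5 ± 21.6 genes (SD, n = 4 animals, exact permutation test, p = 0.13). Fresh medians of animals on the same diet lay closer together than the fresh and preserved medians of each animal. Gene counts rise with sequencing depth, and the number of genes expected in 1000 UMIs of each cell was therefore compared as well. At this depth the difference was -11.2 ± 7.42 genes around a mean of 532 genes in fresh cells, again with lower medians in 4 of 4 animals. Between 32 and 260 cells per library had fewer UMIs than this and were left out of that comparison. At 2000 UMIs per cell the difference was -21.8 genes. Among other ways to select cells, leaving out cells with at least 20% mitochondrial transcripts moved the difference in unthinned cells most, to -86.1 genes.

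**Figure D1:**
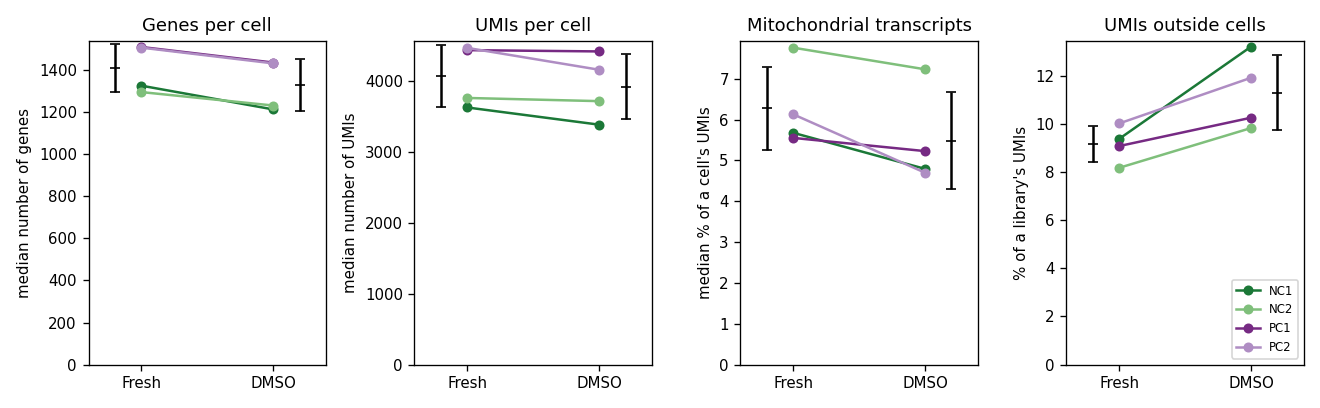
Median genes per cell, median UMIs per cell, median percentage of mitochondrial transcripts per cell and percentage of UMIs outside cells for the fresh and DMSO cryopreserved library of each animal, with a line per animal and black marks for the mean ± SD of the 4 animals. The first 3 measures are lower and the fourth is higher after preservation in 4 of 4 animals.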

The same pattern was also observed for UMI counts indicated by median values of 3,379 to 3,759 and 4,144 to 4,465 for NC and PC derived samples, respectively (Fig. 6c). 

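Median UMI counts per cell were 3632 in fresh and 3389 in preserved cells of NC1, 3766.5 and 3721.5 in NC2, 4442 and 4424 in PC1, and 4474 and 4165 in PC2. The preserved median was lower in 4 of 4 animals (mean difference -154 ± 144.1 UMIs, SD, n = 4, exact permutation test, p = 0.13). The differences ranged from -309 in PC2 to -18.0 in PC1. With 1 animal left out the mean difference lay between -199 and -102 UMIs. The direction depended on how cells were selected. When cells were selected by the UMI threshold of Cell Ranger in place of the reported number of cells, 2 animals had lower and 2 had higher medians after preservation (mean difference -159.6, exact permutation test, p = 0.5).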

The percentage of mitochondrial transcripts was also highly similar for fresh and preserved samples being between 5% and 8% (Fig. 6d). Additionally, barcode rank plots of the samples did not indicate an increased ambient RNA contamination of the DMSO preserved cells (Supplementary Fig. S4).

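Transcripts of 13 mitochondrial genes, taken by their symbols, made up a median of 5.68% of the UMIs per cell in fresh and 4.79% in preserved cells of NC1. The values were 7.76% and 7.23% in NC2, 5.55% and 5.23% in PC1, and 6.13% and 4.70% in PC2. All 4 animals had a lower percentage after preservation, with a mean difference of -0.793 ± 0.485 percentage points (SD, n = 4, exact permutation test, p = 0.13). NC2 had the highest percentage of the 4 animals both before and after preservation. Cells with at least 20% mitochondrial transcripts numbered 77 to 229 per fresh library and 90 to 165 per preserved library. They became less frequent in NC1, NC2 and PC2, but rose from 1.87% to 2.46% of the cells in PC1. In summed profiles, 11 of the 13 genes had a negative and 2 a positive log2 fold change after preservation, and no gene changed at least 2-fold at an adjusted p under 0.05. Without the fold minimum, 1 of the 13 genes passed when adjusted over all genes tested and 4 when adjusted over the list alone.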

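A barcode rank plot shows how many UMIs lie in barcodes of cells and how many in barcodes of droplets that caught free RNA only. In fresh libraries, 9.39% of the UMIs of NC1 lay outside cells, 8.18% of NC2, 9.09% of PC1 and 10.0% of PC2. After preservation the percentages were 13.2%, 9.84%, 10.3% and 11.9%. The percentage was higher in 4 of 4 preserved libraries, by 2.14 ± 1.17 percentage points (SD, n = 4, exact permutation test, p = 0.13). The difference was 1.58 percentage points without NC1, the alternative that moved it most, and 1.74 when only barcodes with 1 to 100 UMIs were counted. The percentage depends on the number of cells as well as on the amount of free RNA, and preserved libraries held 8 to 1116 fewer cells than the fresh library of the same animal. The number of UMIs outside cells was higher by 209604 ± 152753 per library (SD, n = 4, exact permutation test, p = 0.13), with the smallest difference in NC2 (13890) and the largest in PC2 (383043). Per cell, this was 513 ± 86.6 UMIs in fresh and 633 ± 83.7 UMIs in preserved libraries (SD, n = 4). The 44000 barcodes used as empty droplets, which rank below the cells, held a mean of 25.1 ± 4.14 UMIs in fresh and 27.7 ± 7.26 UMIs in preserved libraries, higher in 3 of 4 animals (n = 4, exact permutation test, p = 0.25).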

**Figure 6:**
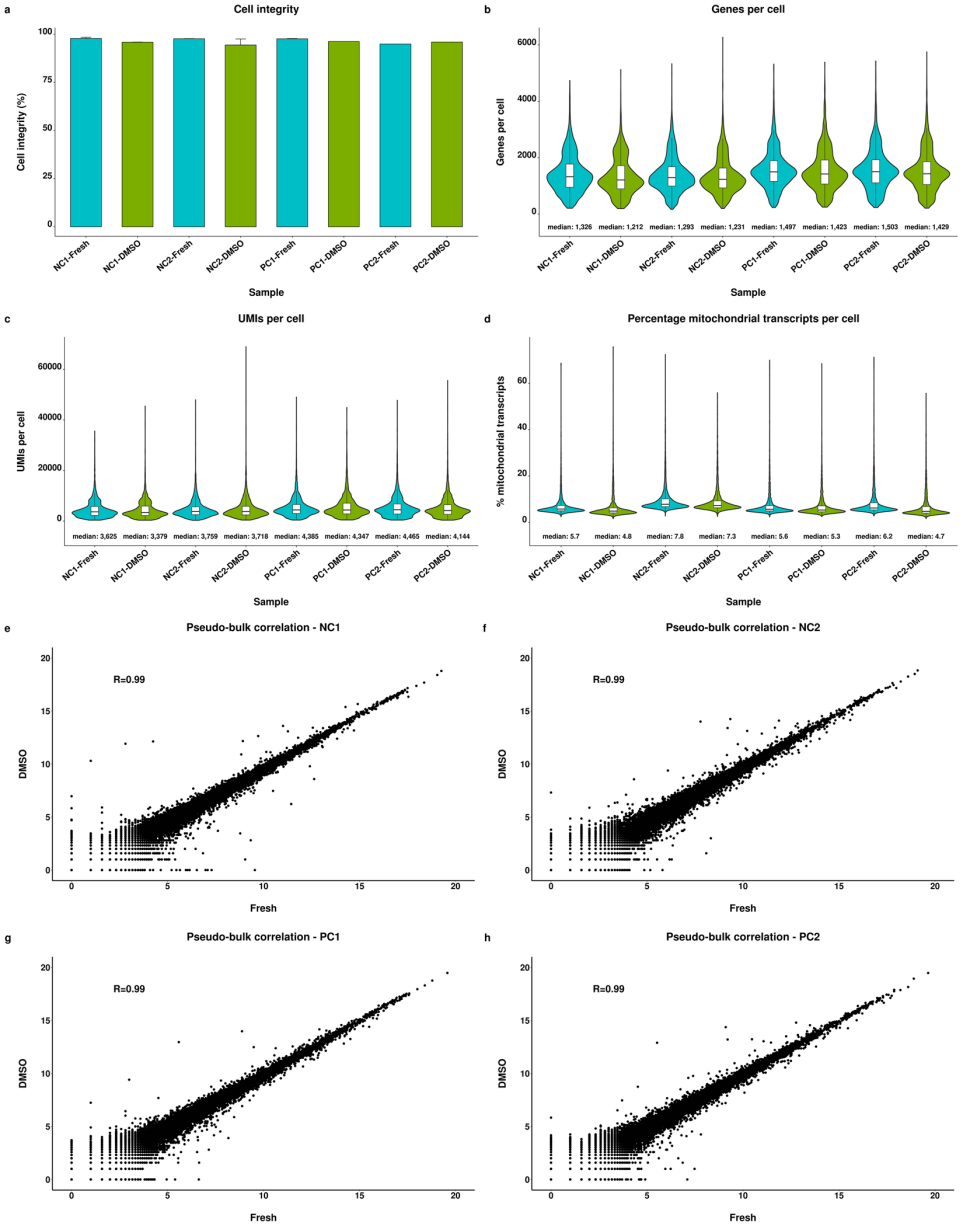
Comparison of fresh and preserved immune cells. Comparison of cell integrity (**a**), gene count per cell (**b**), unique molecular identifier (UMI) count per cell (**c**) and percentage of mitochondrial transcripts per cell (**d**) of fresh immune cells isolated from rat liver and after storage using the DMSO cryopreservation protocol. Scatter plots show correlation of pseudo-bulk gene expression profiles with axes representing log_2_ (UMI + 1) counts (**e**–**h**). Cells were isolated from two negative (NC) and positive control (PC) animals, respectively. Error bars indicate the standard deviation.

Comparison of the gene expression patterns showed that fresh and preserved samples were highly similar indicated by strongly correlated pseudo-bulk profiles per animal of R = 0.99 (Fig. 6e–h). This finding was further substantiated by the low number of significantly altered gene levels between fresh and preserved cells of the same animal ranging between 7 and 14 genes (Supplementary Table S4). 

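Pseudo-bulk profiles were made by summing the UMIs of all cells per library, and 1 was added to each sum before log2 transformation. Across all genes, R between the fresh and preserved library was 0.989 in NC1, 0.988 in NC2, 0.990 in PC1 and 0.990 in PC2. Genes are not independent replicates, so these values describe each pair and carry no p. R between a fresh library and the preserved library of another animal was between 0.983 and 0.989, and R between fresh libraries of different animals between 0.985 and 0.990. When the fresh cells of an animal were split at random into equal groups, R between the groups was 0.994 in each of the 4 animals, and these groups hold fewer cells and UMIs than the libraries, so their sampling noise is larger. Every preserved library had its highest R with the fresh library of the same animal. Pairing fresh and preserved libraries by animal gave the highest mean R of all 24 possible pairings (exact permutation test, p = 0.0417, the smallest that 4 animals allow). If only animals of the same diet are exchanged, there are 4 pairings and the smallest p is 0.25. Spearman's correlation moved the mean over animals most, from 0.989 to 0.955.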

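The 4 animals were also used as replicates to find genes that change in the same way in all of them. Of 11492 genes with sufficient counts, 92 changed at least 2-fold at an adjusted p under 0.05 in edgeR, 34 upward and 58 downward. Without the 2-fold minimum there were 1048 genes, 553 upward and 495 downward. The count depends on the pairing: a fit without the animal as a block called 11 genes (8 upward, 3 downward), all of them among the 92, and Bonferroni adjustment 18 genes (12 and 6). It also depends on single animals, since fits without NC1, without NC2 and without PC2 called 193 (43 upward, 150 downward), 31 (19 and 12) and 51 genes (22 and 29). Genes to be named were fixed by rule as the 5 largest changes in each direction with the same direction in 4 of 4 animals. Dusp1 (ENSRNOG00000003977), a phosphatase gene of the stress response, had a log2 fold change of 2.57 (standard error 0.185, adjusted p = 0.000275, 1196 to 2485 UMIs per fresh library). Ifng (ENSRNOG00000007468) had 2.80 (standard error 0.294, adjusted p = 0.00121) at 5 to 17 UMIs per fresh and 36 to 82 UMIs per preserved library. Among decreases, Dnase2b (ENSRNOG00000016262) had -5.58 (standard error 0.300, adjusted p = 3.99e-05) and Hdc (ENSRNOG00000010262) -4.83 (standard error 0.313, adjusted p = 0.000140). Fcer1a (ENSRNOG00000009177) had -4.84 (standard error 0.702, adjusted p = 0.00430), with 12 to 137 UMIs per fresh and at most 5 per preserved library. Dnase2b, Hdc and Fcer1a were leading markers of a mast/basophil-like cluster of 50 cells. Without these cells Dnase2b had a log2 fold change of -4.42 and Hdc of -3.52, while Fcer1a then had too few counts to be tested. 1700066B19Rik (ENSRNOG00000039592) had -2.59 (standard error 0.204, adjusted p = 0.000412). A list of 25 stress response genes, Dusp1 among them, had been fixed in advance, and 21 of them could be tested, 1 under 2 identifiers. Of the 22 tested, 12 had an adjusted p under 0.05 over all genes and 15 when adjusted over the list alone. At least 2-fold changes were called for Dusp1, Klf6 (1.32), Zfp36 (1.53) and Junb (1.25) upward and for Hspb1 (-2.69, 3 of 4 animals) downward. The Hspb1 call rests largely on PC1, with 287 fresh and 14 preserved UMIs. NC1 had 25 and 7, NC2 16 and 7, and PC2 0 and 1.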

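Fos (ENSRNOG00000008015) was at 20.6 to 96.6 CPM (library size normalized counts) in fresh and 726 to 1164 CPM in preserved libraries, a log2 fold change of 4.72 (standard error 0.363, adjusted p = 0.000406, edgeR). Fosb (ENSRNOG00000046667) was at 1.89 to 22.5 CPM in fresh and 286 to 984 CPM in preserved libraries, with a log2 fold change of 6.03 (standard error 0.553, adjusted p = 0.000854). Jun (ENSRNOG00000026293) was at 24.5 to 39.2 CPM in fresh and 257 to 648 CPM in preserved libraries, with a log2 fold change of 3.79 (standard error 0.206, adjusted p = 3.99e-05). Each of the 3 genes was higher after preservation in 4 of 4 animals. NC1 had the smallest increases of Fos and Fosb and, among fresh libraries, the highest levels of all 3 genes. The fits that each left out 1 animal gave log2 fold changes of 4.50 to 5.27 for Fos, 5.70 to 7.01 for Fosb and 3.53 to 4.02 for Jun. Without the animal as a block, Fosb was at 5.80 with an adjusted p of 0.0635, and over its other alternatives its adjusted p ranged from 3.37e-14 to 0.0103. Within each of 7 named cell populations with at least 50 cells in every library, the 3 genes also increased in 4 of 4 animals. The smallest log2 fold change there was 3.37, for Fos in monocyte-like cells, and the largest was 7.47, for Fosb in NK/NKT-like cells.

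**Figure D2:**
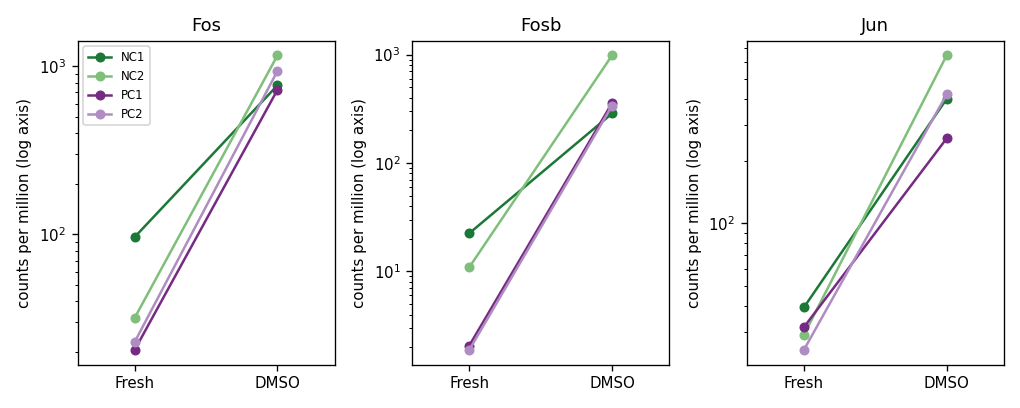
CPM of Fos, Fosb and Jun on a log axis for the fresh and DMSO cryopreserved library of each animal, with a line per animal. Every preserved library lies above the fresh library of the same animal, and fresh Fosb levels spread from 1.89 to 22.5 CPM.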

Consistent with cryopreserved MDMs and human as well as murine cell lines, significantly increased levels of both, *Fos* and *Fosb* and additionally *Jun* were observed for cryopreserved cells of all animals.

Hierarchical cluster analysis of the pseudo-bulk profiles revealed that the fresh and preserved cells originating from the same animals were more similar to each other than the fresh and DMSO preserved samples across animals (Supplementary Fig. S5). Therefore, inter-individual differences can be conserved by DMSO cryopreservation, demonstrating that this protocol barely affects the expression profiles of preserved cells.

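The Euclidean distance between log2 CPM profiles over all genes, with 0.5 added per count, was 142 between the fresh and preserved libraries of NC1, 137 in NC2, 129 in PC1 and 128 in PC2. Fresh and preserved libraries of different animals were 136.5 to 170.4 apart. The mean distance within an animal was 0.872 times the mean distance between animals. No other pairing of the 4 animals gave a smaller ratio (exact permutation test of 24 pairings, p = 0.0417). The mean between animals covers both diets. Across animals of the same diet, fresh and preserved libraries were 136.5 to 151.0 apart. Exchanging only animals of the same diet leaves 4 pairings, where the smallest possible p of the permutation test is 0.25. At this setting, libraries of NC1 and NC2 in the same condition were closer than the fresh and preserved libraries of either animal. They were 133 apart when fresh and 131 when preserved. The preserved libraries of PC1 and PC2 were 128.1 apart, below the 129.4 within PC1 and 128.3 within PC2. Their fresh libraries were 130.1 apart, above both. Complete-linkage clustering of these distances separated the diets, but joined the fresh and preserved library of the same animal as nearest neighbours in 0 of 4 animals. The 0.5 was added before scaling to CPM, so even a gene without counts differs between libraries of unequal totals. In NC1 the totals in cells were 21530771 UMIs when fresh and 15914112 when preserved. With all libraries thinned to the smallest total, 2 of 4 pairs were joined, at a ratio of 0.885. The order of these distances may therefore come in part from library size. The ratio was 0.706 when only genes with at least 10 counts in every library were used, and 2 of 4 pairs were then joined. With 0.5 added to the CPM, which the Methods can also be read to mean, 4 of 4 pairs were joined. That setting was chosen after seeing the data.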

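The diet gives a difference between animals that can be compared before and after preservation. Between PC and NC animals, 118 genes differed at least 2-fold at an adjusted p under 0.05 in fresh libraries, 85 higher and 33 lower in PC (edgeR, 2 against 2 animals). In preserved libraries there were 77 such genes, 56 higher and 21 lower, and 50 genes were called in both. Of the 118 genes, 116 could be tested in preserved libraries and 115 of these changed in the same direction. Across 11224 genes, the log2 fold changes in fresh and preserved libraries had r = 0.733 and rho = 0.646, where genes are not independent replicates. The filter on low counts moved this most, and without it r was 0.286. In the comparison without NC2 r was 0.643. Whether the response to preservation differed between the diets was tested as an interaction, and 0 genes had an adjusted p under 0.05, while 740 had an unadjusted p under 0.05. With genes filtered by diet and preservation groups, a filter chosen after seeing the counts, there were 4 genes among 12153 (Prss29, Cd93, Igh-6 and Mcpt1, named after their values were seen). From the closer resemblance of fresh and preserved cells of the same animal, the paper concludes that differences between individuals can be conserved and that the protocol has little effect on expression profiles.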

### Immune cell populations are conserved by DMSO cryopreservation

Cluster analysis on the single-cell level identified several cell types including five macrophage/Kupffer cell populations, two cell populations that expressed natural killer and natural killer T cell markers, T cells, B cells, neutrophils and plasmacytoid dendritic cells. 

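Cells were clustered with Seurat on 1960 variable genes, at the paper's 20 dimensions and resolution of 0.4, after alignment of the 4 animals. The 2000 most variable genes had included 40 of the genes changed by preservation, which were left out so that cells would not group by preservation. This gave 20 clusters. A cluster was named after a cell type when at least 3 markers of a list fixed in advance were at least 2-fold higher in it than in the remaining cells. After looking at the clusters, a name was withheld from clusters with few UMIs per cell and no listed marker among their 10 leading genes, and from clusters whose leading genes held more markers of another list, killer cell receptor genes counting for NK/NKT. Clusters of the same name were joined, which left 15 populations, 10 of them named. The named populations had 7113 macrophage-like, 6400 NK/NKT-like, 4106 plasmacytoid dendritic-like, 3073 monocyte-like, 2495 T-like, 2030 B-like and 242 neutrophil-like cells. The others were cycling, Mito. high and mast/basophil-like cells. The macrophage-like population joined a cluster of 6605 cells led by Fcgr3a and one of 508 cells led by Clec4f, C1qc and Cd5l. In the cluster led by Fcgr3a, 3 of 14 listed macrophage markers were at least 2-fold higher, and 0 were among its 10 leading genes. In the cluster led by Clec4f these numbers were 10 and 6. Unnamed clusters included 1560 cells led by Klra22 and other Ly49 receptor genes, 852 cells with MHC class II genes such as RT1-Bb, and 166 cells led by Cxcl1. A further unnamed cluster of 108 cells consisted wholly of cells scored as doublets by Scrublet. So did a cluster of 48 cells that was joined to the plasmacytoid dendritic-like population. At a resolution of 0.2 there were 15 clusters, and at 0.8 there were 23.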

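The cycling-like cluster held 1153 cells with Stmn1, Top2a, Cdk1 and Mki67 among its 10 leading markers and a median of 8752 UMIs per cell. The cluster with high mitochondrial transcripts held 1115 cells, and all of its 10 leading markers were mitochondrial genes. Its cells had a median of 960.0 UMIs and 19.5% mitochondrial transcripts. An unnamed cluster of 2413 cells also combined few UMIs (median 1545) with a raised mitochondrial percentage (11.8%), but its leading markers were myeloid genes such as Cebpb, C3 and Csf1r.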

Two more cell clusters were characterized by their cell cycle state and increased expression of mitochondrial transcripts (Fig. 7a,b).

**Figure 7:**
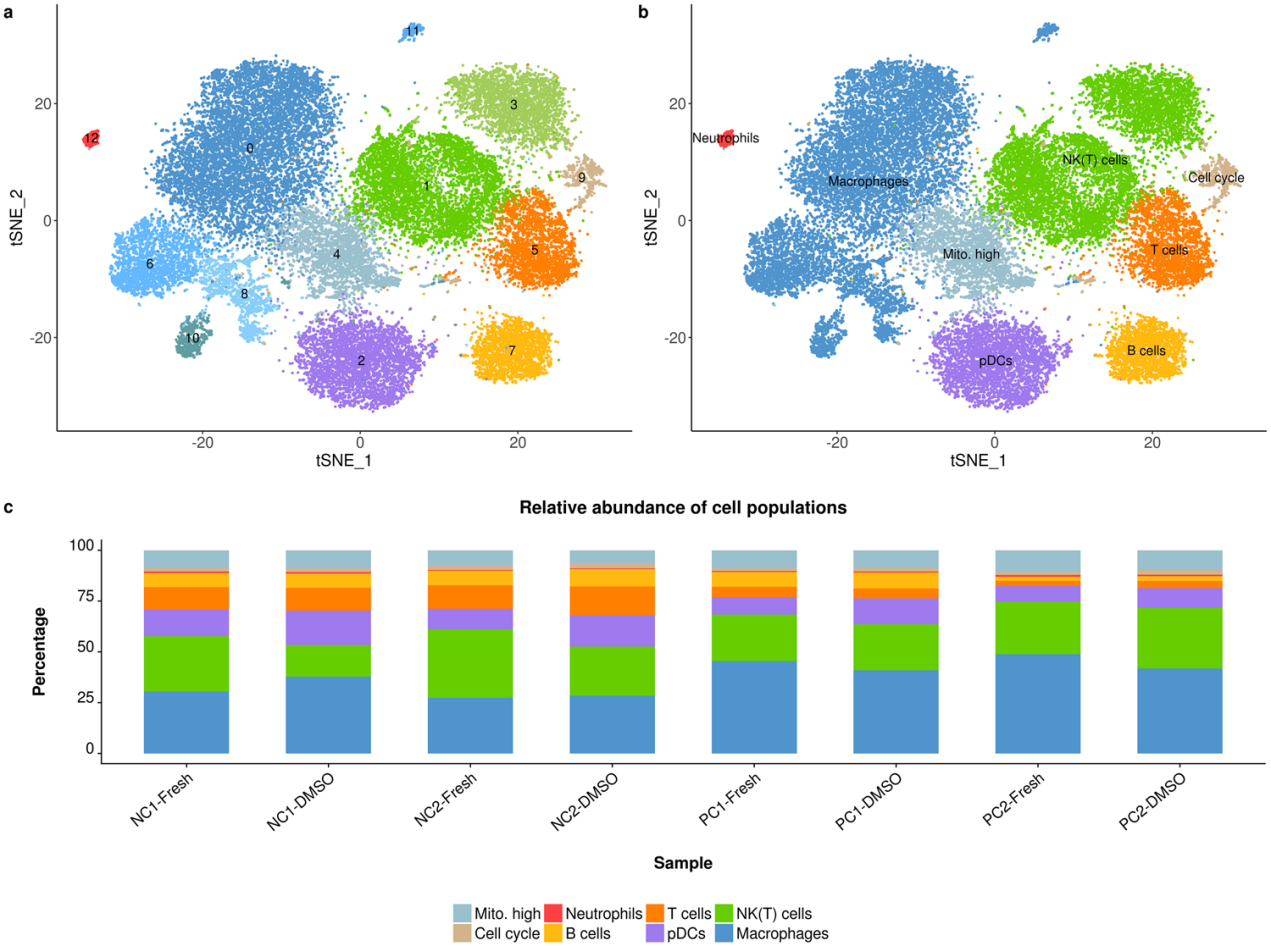
Immune cell populations in fresh and cryopreserved samples. Cluster analysis identified 13 cell clusters in immune cells isolated from rat liver (**a**). Cell clusters represent macrophages/Kupffer cells, natural killer/natural killer T cells (NK(T) cells), T cells, B cells, neutrophils, plasmacytoid dendritic cells (pDCs), cycling cells (Cell cycle) and cells with increased expression of mitochondrial transcripts (Mito. high, **b**). The relative abundance per cell population is shown for fresh and DMSO cryopreserved (DMSO) samples per negative control (NC) and positive control (PC) animal, respectively (**c**).

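Of the 15 populations, 14 held cells of fresh and of preserved libraries. The exception was the mast/basophil-like cluster, led by Hdc, Dnase2b and Prss29, with 25 fresh cells of NC1, 14 of NC2, 3 of PC1 and 8 of PC2 and 0 preserved cells. A count of 0 allows a share of up to 0.0833% of the 3603 preserved cells of NC1, 0.0847% of NC2, 0.0770% of PC1 and 0.0694% of PC2, for counting error alone. The cluster made up 0.530%, 0.323%, 0.0728% and 0.185% of the fresh cells of the same animals, so in PC1 the difference was not detectable at this depth. When cells were instead counted by at least 3 markers of the list whatever their cluster, 48 fresh and 6 preserved cells carried them. The 6 preserved cells lay in the cycling-like, T-like and unnamed clusters, and 47 of the 48 fresh cells in the mast/basophil-like cluster.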

All cell populations detected in fresh samples were also present after DMSO cryopreservation. 

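Shares of cells were computed per library and compared within animals, with adjustment over 15 populations. Plasmacytoid dendritic-like cells had a higher share after preservation in 4 of 4 animals, by 4.21 ± 1.67 percentage points (SD, n = 4, exact permutation test, p = 0.13, adjusted p = 0.234). Shares of monocyte-like (1.59 ± 1.17), T-like (1.44 ± 1.70), cycling-like (1.28 ± 0.585) and B-like cells (0.692 ± 0.412) were also higher in 4 of 4 animals, with the same p. Shares within a library are not independent, since a lower share of a large population raises the others. These rises may therefore come in part from lower NK/NKT-like shares in NC1 and NC2 and lower macrophage-like shares in PC1 and PC2. The monocyte-like mean was 1.02 without PC1. The T-like difference was 3.72 in NC2 and 0.0583 in PC1, its mean was 0.682 without NC2, and with the changed genes kept in the clustering it was -0.313 in PC1. Markers summed over all cells were higher in 4 of 4 animals for the plasmacytoid dendritic and cycling lists and in 3 of 4 for the monocyte and B lists, but lower in 3 of 4 for the T list (mean log2 change -0.06 ± 0.14, SD, exact permutation test, p = 0.375). NK/NKT-like cells changed by -12.3 and -11.5 percentage points in NC1 and NC2, but by -0.672 in PC1 and 3.05 in PC2, a mean of -5.36 ± 7.72 (exact permutation test, p = 0.375, adjusted p = 0.469), which was -3.04 without NC1 and -8.17 without PC2. The name joins a cluster led by Mcpt1l4 and Xcl1 and one led by Klrg1 and Gzmk. In NC1 the first held 753 of 4719 fresh and 143 of 3603 preserved cells, and in NC2 784 of 4336 and 220 of 3542. The second held 319 and 231 in NC1 and 319 and 274 in NC2, so the fall there lay mainly in the first. In PC1 the first held 441 and 360 and the second 273 and 289. In PC2 they held 351 and 471, and 581 and 591. Macrophage-like cells changed by 1.70 in NC1, -2.47 in NC2, -8.61 in PC1 and -7.18 in PC2, a mean of -4.14 ± 4.70 (exact permutation test, p = 0.25, adjusted p = 0.375), which was -2.65 without PC1. In fresh and preserved cells, the cluster led by Fcgr3a numbered 864 and 717 in NC1 and 629 and 428 in NC2. In PC1 it numbered 1181 and 741, and in PC2 1174 and 871. The cluster led by Clec4f numbered 34 and 30 in NC1 and 46 and 36 in NC2. In PC1 it numbered 80 and 116, and in PC2 88 and 78. The falls in PC1 and PC2 thus lay mainly in the cluster led by Fcgr3a. Clustering with the genes changed by preservation kept in moved the macrophage-like difference most, to -18.6 percentage points, and without integration it was 0.0308. With these genes kept, an unnamed cluster held 0.254% to 1.14% of the fresh and 11.4% to 16.7% of the preserved cells. Without integration, macrophage-like cells were 0.890% to 3.28% of a library, so the name covers fewer cells there. An unnamed cluster then held 30.9% to 31.8% of the fresh PC cells, but at most 0.369% of the fresh NC cells. Another unnamed cluster held 17.2% to 21.7% of the fresh NC cells and at most 0.534% of the fresh PC cells. The macrophage markers summed over all cells went from 9663 to 10158 CPM in PC1 and from 12633 to 11891 CPM in PC2. The Mito. high share changed by -0.956 ± 1.92 percentage points, from -1.64 without PC1 to -0.246 without NC2, and its mean change was positive at a resolution of 0.2 (0.329) and without integration (0.309). No population passed the adjusted threshold, which 4 animals cannot reach.

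**Figure D3:**
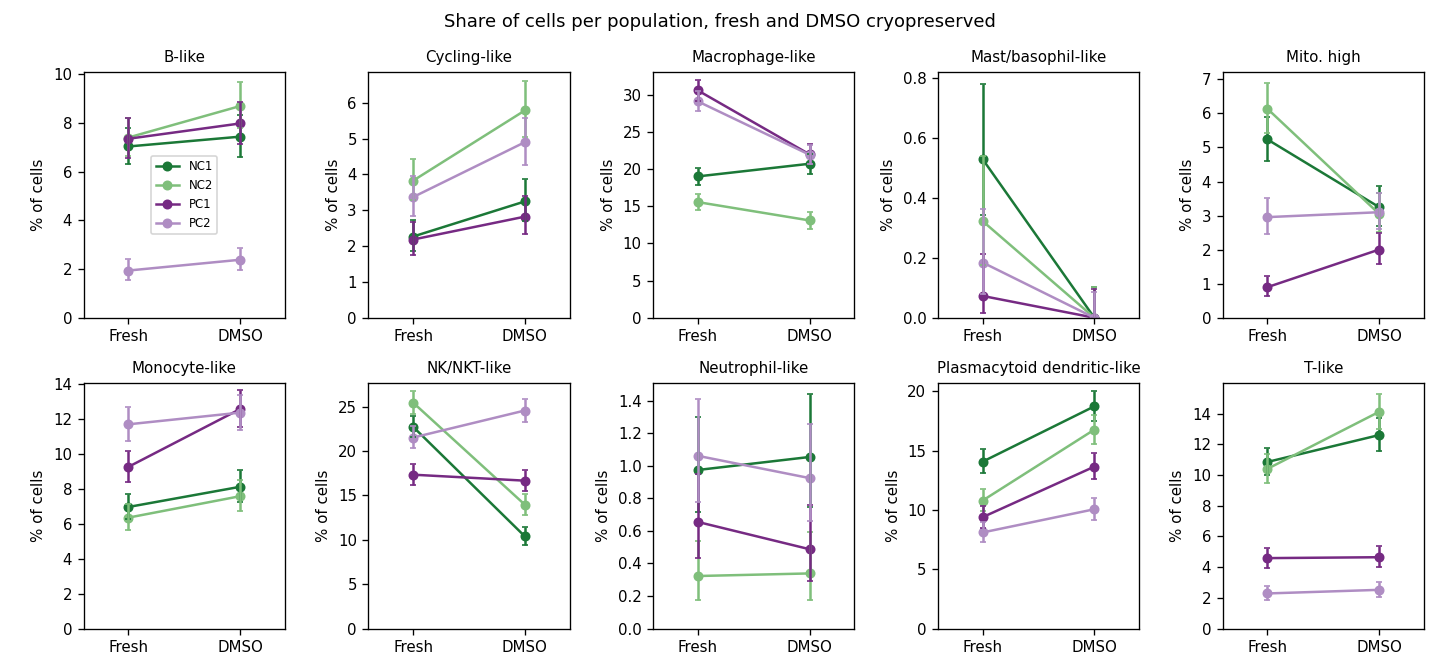
Share of cells in percent for the 10 named populations in the fresh and DMSO cryopreserved library of each animal, with bars for 95% exact (Clopper-Pearson) intervals that cover counting error only. NK/NKT-like cells fall in NC1 and NC2 and plasmacytoid dendritic-like cells rise in all 4 animals.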

Comparison of the relative abundance per cell type from fresh and cryopreserved samples revealed that DMSO cryopreservation maintained a highly similar cell population although there was some variability across the different animals (Fig. 7c). 

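Across the 15 populations, r between the fresh and preserved shares was 0.849 in NC1, 0.826 in NC2, 0.950 in PC1 and 0.966 in PC2. Populations of 1 library are not independent, and permutation p for r ranged from 1e-05, the smallest that 100000 permutations can give, to 0.00048 over the 4 correlations, with adjusted values of 4e-05 to 0.00048. Without the macrophage-like and NK/NKT-like populations, which were the 2 largest, r was 0.969, 0.948, 0.960 and 0.972. Over all 15 populations r was lower in both NC than in both PC animals, but this order did not hold without the 2 largest. This difference between diets was not tested. Fresh libraries of different animals had r of 0.766 to 0.969. The fresh shares of NC1 had a lower r with the preserved shares of NC1 than with those of NC2 (0.870), PC1 (0.885) and PC2 (0.869), and those of NC2 a lower r with the preserved shares of NC2 than with those of PC2 (0.857). With the changed genes kept in the clustering, r dropped to 0.487, 0.654, 0.521 and 0.568.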

Interestingly, the cell population frequency in fresh and preserved samples was more similar for the positive than for the negative control animals but still strongly correlated for all animals (0.89≤ R ≤0.99; Supplementary Fig. S6).

## Discussion

Advances in scRNA-seq protocols have led to a rapid increase in scRNA-seq studies that contribute to the better understanding of several biological systems. Most studies still use fresh samples^27^ which is particularly true for droplet-based scRNA-seq systems. Recently, studies have shown that cell preservation protocols are compatible with scRNA-seq^8–10,13^ but there has been no comparative study to assess their suitability for droplet-based scRNA-seq. Here, we compared the most popular DMSO cryopreservation and methanol fixation methods, and for the first time the CellCover reagent using a species mixing experiment and MDMs to include a more difficult to preserve cell type.

Droplet-based scRNA-seq systems are particularly prone to biases by co-encapsulated cells as well as cell-free (“ambient”) RNA of damaged or dead cells that may cause misleading biological interpretation^28^. These contaminations should therefore be reduced to a minimum and not increased by preservation. We demonstrated that cell integrity and the independently determined cell impurity (“contamination of cells by cross-species transcripts”) was comparable for DMSO cryopreserved and fresh cells. Increased contamination of cells, as observed for methanol fixed and CellCover preserved cells, might therefore result in noisier data as compared to fresh and DMSO preserved cells. We would like to point out that the cell impurity metric does not include contamination by transcripts of the same species, which is another source of single-cell contamination that could not be directly quantified in our study.

Superior overall performance of the DMSO protocol was confirmed by a comparison of gene expression profiles demonstrating that this protocol allows preservation of cells that are highly similar to fresh cells. Methanol fixation was the second-ranked protocol and characterized by an increased percentage of mitochondrial transcripts, a measure for low quality cells, which is consistent with previous reports^8^. Similar gene counts per cell of fresh, DMSO preserved and methanol fixed cells as observed in our and previous studies^8,9^ indicate that both methods do not affect the complexity of preserved single-cell libraries. A decrease in gene counts and an increased percentage of mitochondrial transcripts per cell points towards the CellCover reagent being the worst performer for cell preservation.

Interestingly, methanol fixation failed to yield any cDNA from preserved MDMs. The inability of methanol fixation to preserve distinct cell types or tissues has been demonstrated before^8^ and was expected to be challenging for tissues that are rich in RNases and proteases including immune tissues^8^. Macrophages and MDMs express RNases^29,30^ which may explain the failure of methanol fixation to preserve these cells. A note stating that not all cell types may be preserved by CellCover reagent in the manufacturer’s instructions might explain the worse performance of the reagent for MDMs as compared to the species mixing experiment.

Next, we evaluated DMSO cryopreservation for heterogeneous primary immune cells which are commonly investigated in scRNA-seq studies to provide a comprehensive assessment of the most robust protocol. Recently, Chen *et al*. reported that methanol fixation is problematic for neutrophils^13^. Our data demonstrate that DMSO cryopreservation allows conservation of various immune cells including neutrophils which indicates wider applicability as compared to methanol fixation. However, DMSO cryopreservation is more labour-intensive than methanol fixation and preservation by CellCover and clearly a drawback of this protocol. 

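Neutrophil-like cells were the cluster of 242 cells led by S100a9, S100a8, Retnlg and Mmp8. Fresh and preserved libraries held 46 and 38 such cells in NC1, 14 and 12 in NC2, 27 and 19 in PC1 and 46 and 40 in PC2. As shares these were 0.975% (95% exact Clopper-Pearson interval 0.715 to 1.30%) and 1.05% (0.747 to 1.44%) in NC1, and 0.323% (0.177 to 0.541%) and 0.339% (0.175 to 0.591%) in NC2. In PC1 they were 0.655% (0.432 to 0.952%) and 0.488% (0.294 to 0.760%), and in PC2 1.06% (0.778 to 1.41%) and 0.925% (0.662 to 1.26%). The mean difference was -0.0521 ± 0.119 percentage points (SD, n = 4, exact permutation test, p = 0.5), lower in 2 and higher in 2 animals, and it was -0.0137 without PC1. These cells had a median of 1216 UMIs. The neutrophil markers summed over all cells were lower after preservation in 4 of 4 animals, by a mean log2 change of -0.61 ± 0.15 (SD, n = 4, exact permutation test, p = 0.13), and 7 of 7 tested genes of the list were lower.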

Any preservation method will cause some slight perturbations to the cells, and we observed increased levels of *FOS*, *FOSB* and *JUN* in DMSO preserved cells across all evaluated cell matrices, suggesting that this protocol introduces a minor systematic bias. The JUN and FOS protein families regulate different cellular processes such as proliferation, apoptosis and cellular stress^31,32^ which has to be considered when applying this protocol. The consistency of this systematic bias across independent experiments, species, and platforms indicates that this is not a random process in the preservation of cells with DMSO. As a consequence studies should not compare across fresh and preserved cells although the DMSO protocol allows preservation of highly similar gene expression profiles. Furthermore, this consistent signal indicates that we captured relevant signals from our Drop-seq data although we were not able to analyse replicates for the Drop-seq experiments which is a limitation of our study.

Collectively, DMSO cryopreservation presents a highly robust protocol that broadly facilitates the preservation of many cell types, minimises cell contamination by foreign transcripts and consistently preserves highly similar gene expression profiles relative to the fresh cells.

Our work provides a useful understanding of the advantages and disadvantages among the different preservation protocols that can help researchers when deciding about cell preservation methods in their own study designs.

## Supplementary information

Supplementary information

## Data Availability

The RNA-seq data generated during the current study are deposited in Gene Expression Omnibus and accessible through accession number GSE127249.

# Supplementary material for: DMSO cryopreservation is the method of choice to preserve cells for droplet-based single-cell RNA sequencing
**Source:** Sci Rep. 2019 Jul 23;9:10699. doi: 10.1038/s41598-019-46932-z
**Supplement:** Supplementary file 1 — Supplementary information

**Supplementary Information**

**DMSO cryopreservation is the method of choice to preserve cells for droplet-based single-cell RNA sequencing**

Christian T. Wohnhaas, Germán G. Leparc, Francesc Fernandez-Albert, David Kind, Florian Gantner, Coralie Viollet, Tobias Hildebrandt, Patrick Baum

**Supplementary Figures**

**Supplementary Figure S1.**

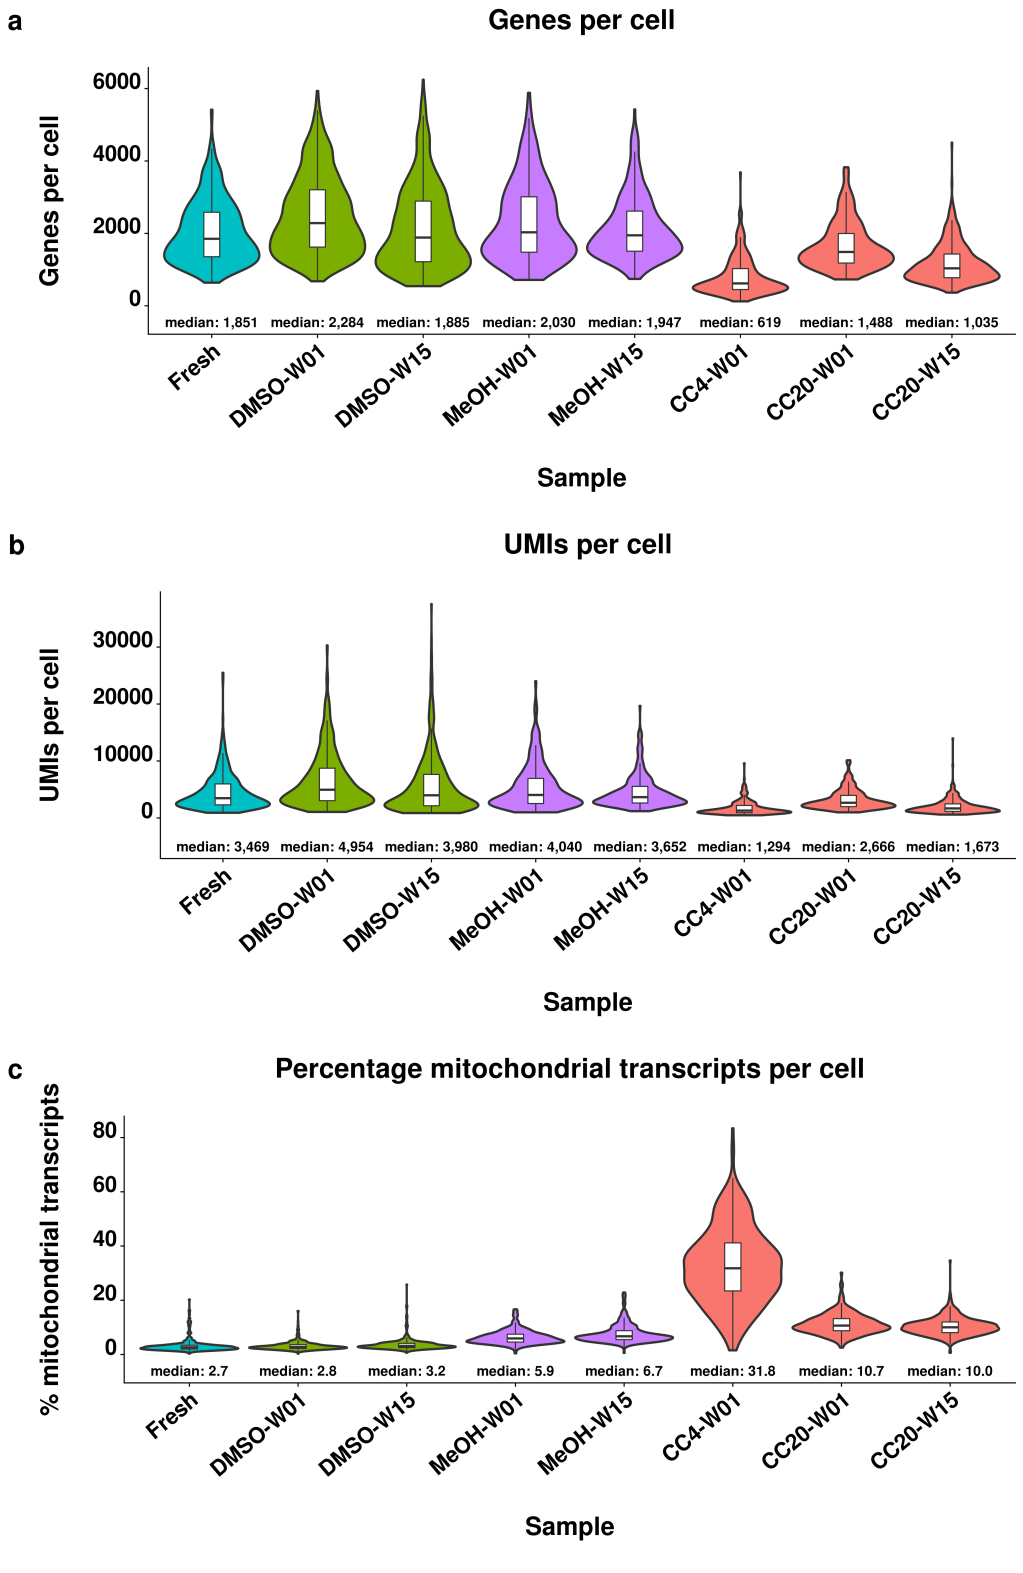

**Supplementary Figure S1. Quality control parameters of fresh and preserved murine 3T3 cells.**

Distribution and median gene count per cell (a), unique molecular identifier (UMI) count per cell (b) and percentage of mitochondrial transcripts per cell (c) detected for fresh cells and after DMSO cryopreservation (DMSO), methanol fixation (MeOH) and storage in CellCover reagent at 4 °C (CC4) and -20 °C (CC20). Cells were stored for one (W01) and 15 weeks (W15). Data shown are derived from murine 3T3 cells of the species mixing experiment.

**Supplementary Figure S2.**

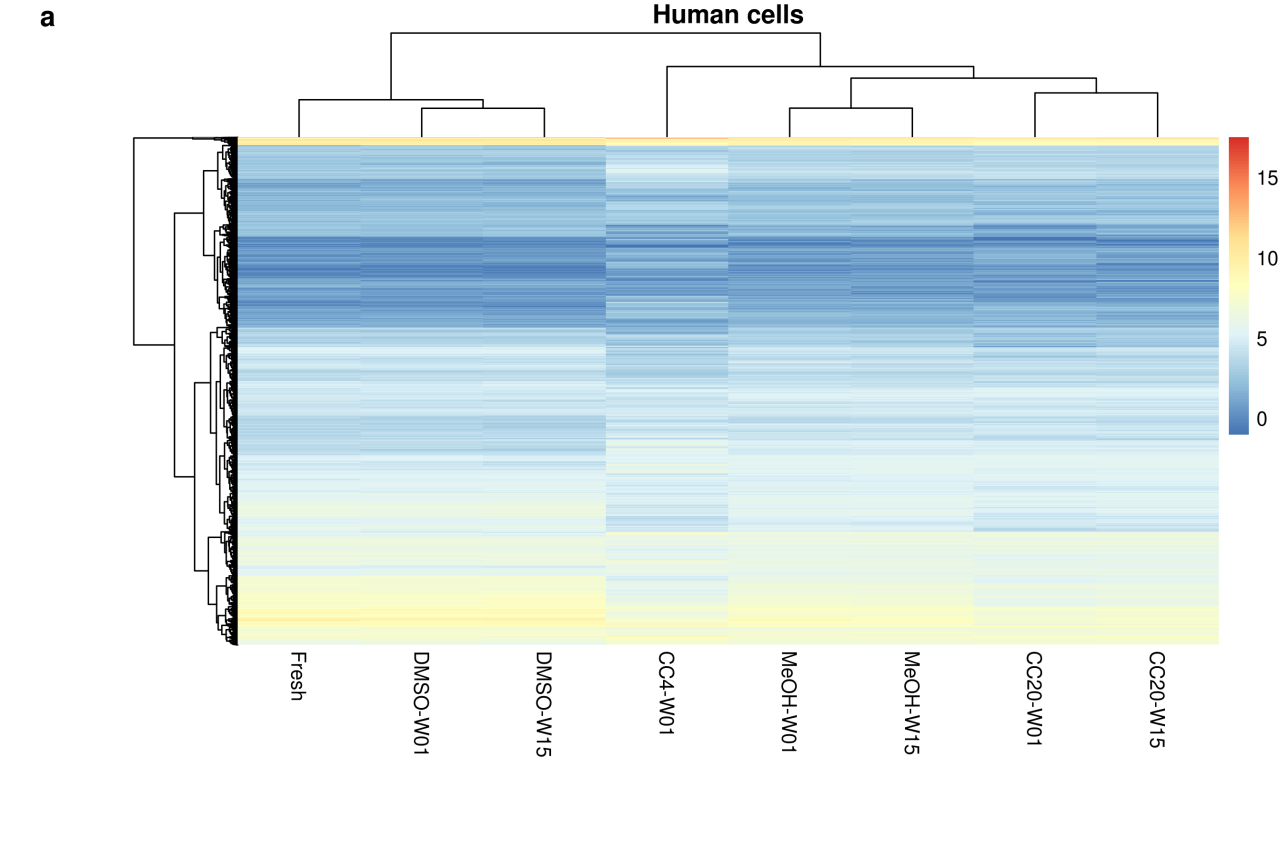

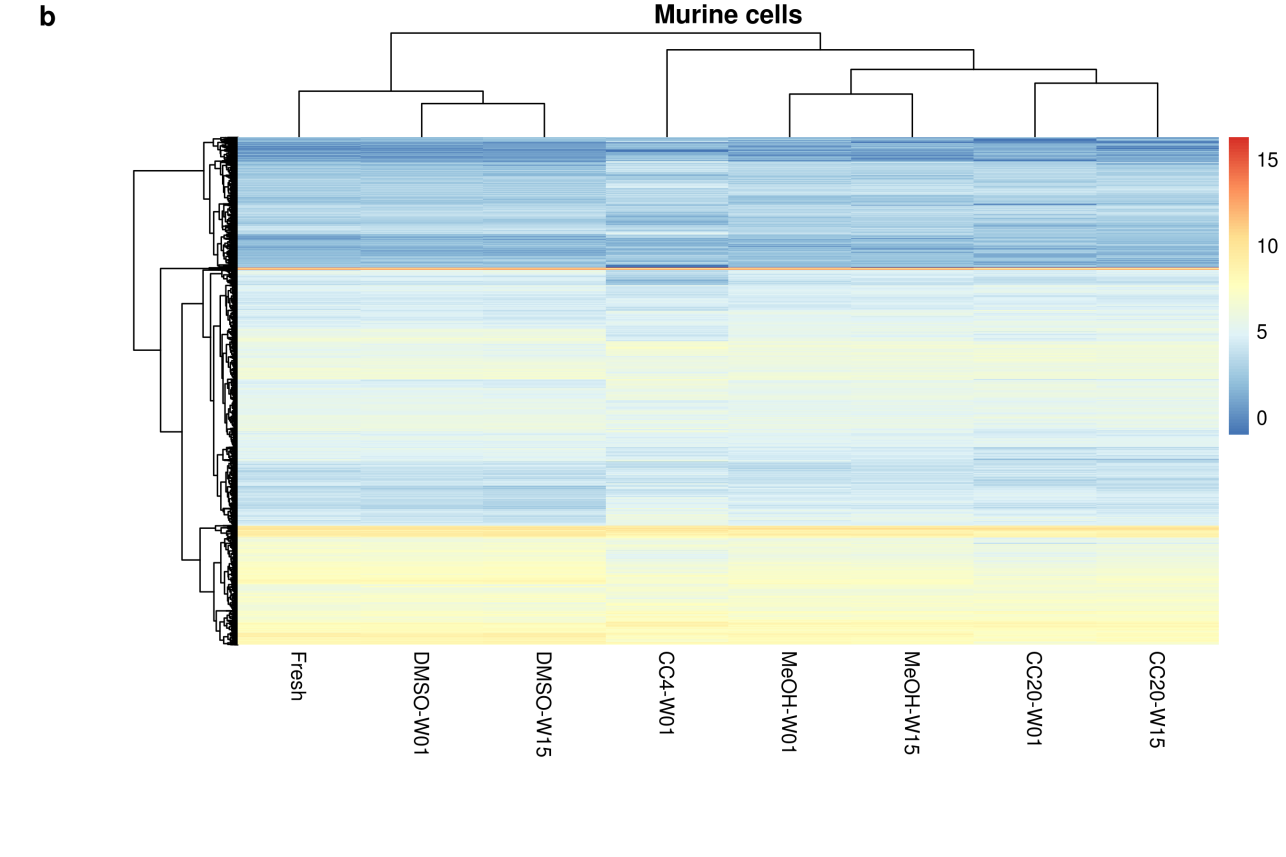

**Supplementary Figure S2. Hierarchical clustering of pseudo-bulk gene expression profiles.**

Hierarchical cluster analysis of pseudo-bulk gene expression profiles from the species mixing experiment. Hierarchical clustering based on the entire gene set is shown for fresh and preserved human HEK293 cells (a) and murine 3T3 cells (b). Cells were preserved by DMSO cryopreservation (DMSO), methanol fixation (MeOH) and CellCover reagent at 4 °C (CC4) and -20 °C (CC20) for one week (W01) and 15 weeks (W15), respectively. Color-coded gene expression levels are displayed in log_2_(counts per million).

**Supplementary Figure S3.**

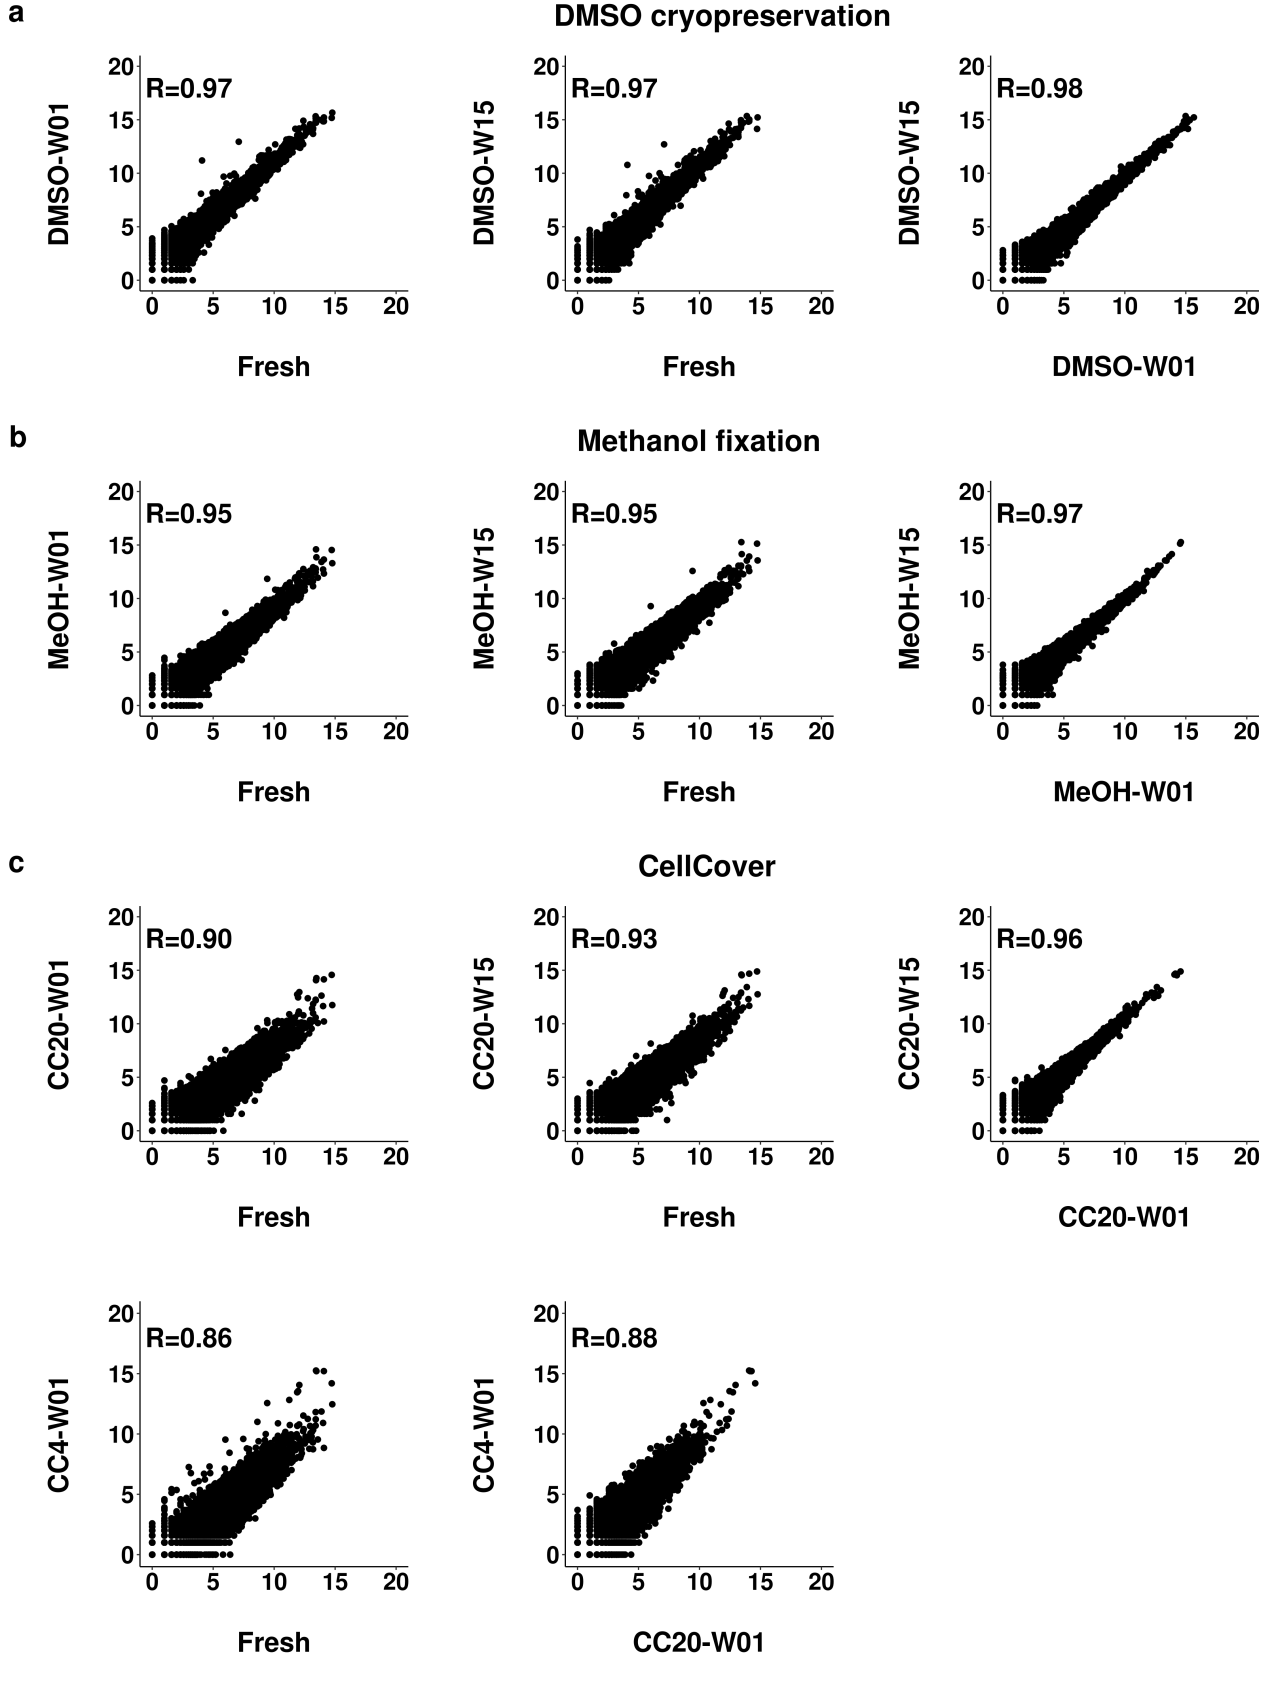

**Supplementary Figure S3. Pseudo-bulk gene expression correlation of fresh and preserved murine 3T3 cells.**

Scatter plots show the pairwise correlations of pseudo-bulk gene expression profiles from fresh cells and DMSO cryopreserved (DMSO) cells (a), methanol fixed (MeOH) cells (b) and cells preserved by CellCover reagent (c) at 4 °C (CC4) and -20 °C (CC20). Cells were stored for one week (W01) and 15 weeks (W15). Pearson correlation coefficient (R) indicates the degree of correlation. Data are shown for murine 3T3 cells from the species mixing experiment. Axes represent log_2_ (UMI+1) counts.

**Supplementary Figure S4.**

| **Sample** | **Fresh** | **DMSO cryopreservation** |
| --- | --- | --- |
| **NC1** | **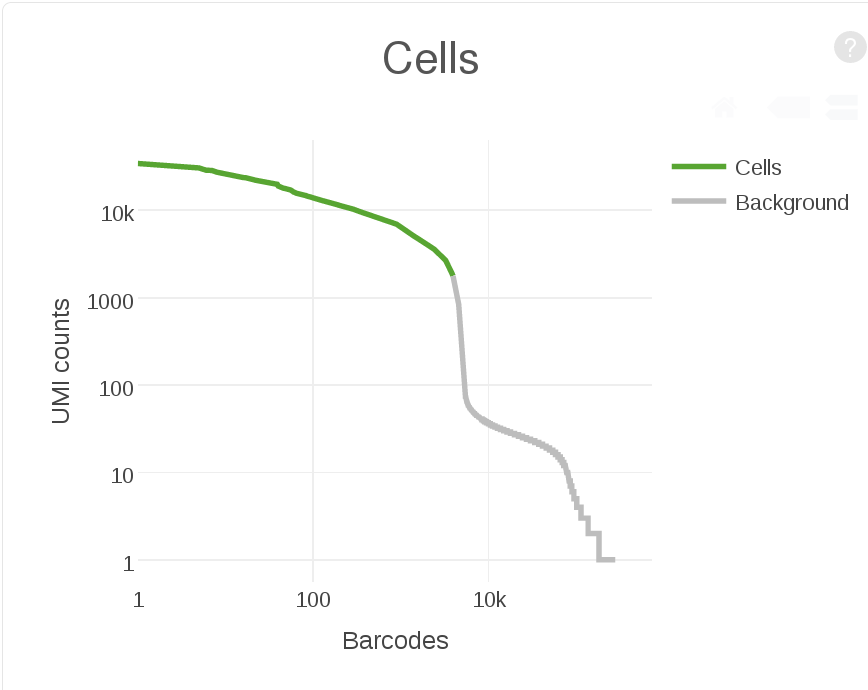** | **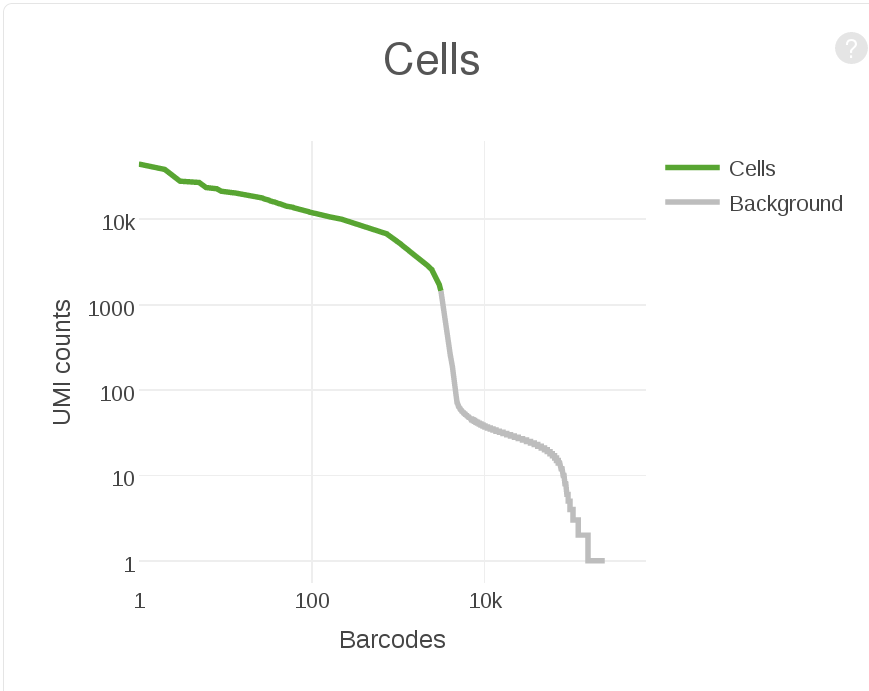** |
| **NC2** | **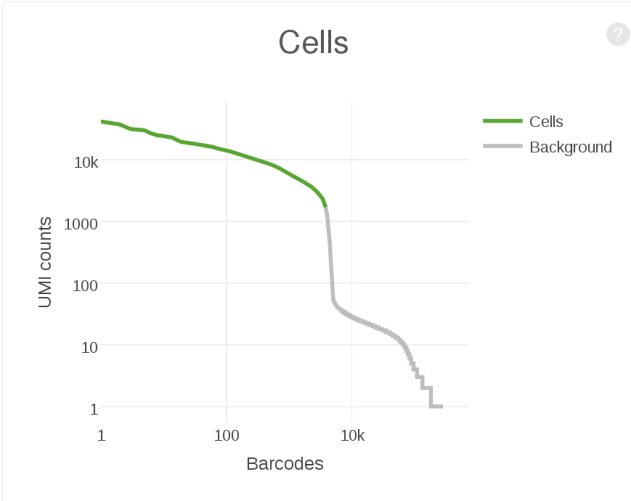** | **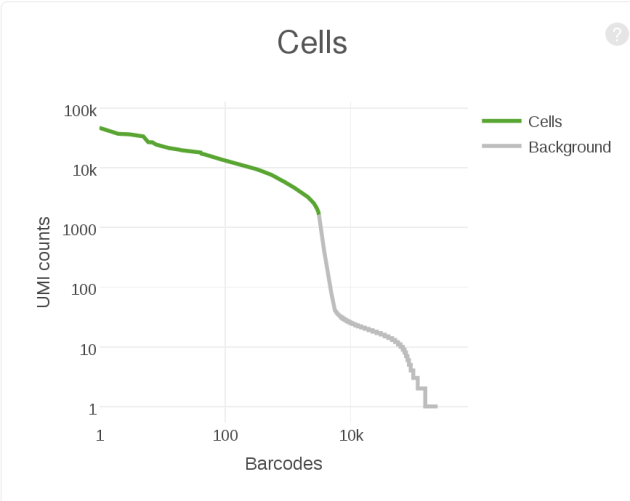** |
| **PC1** | **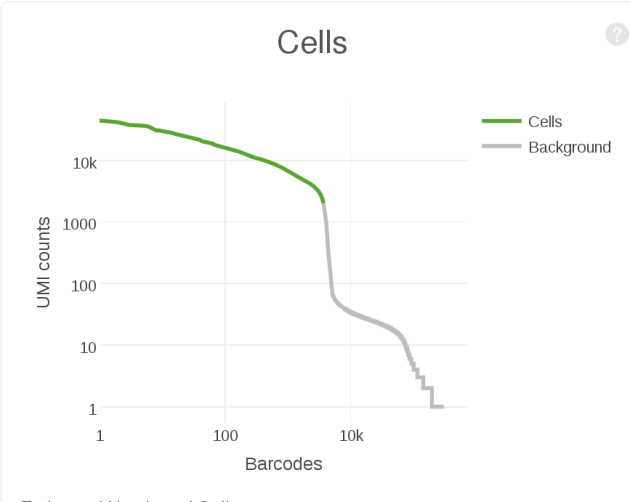** | **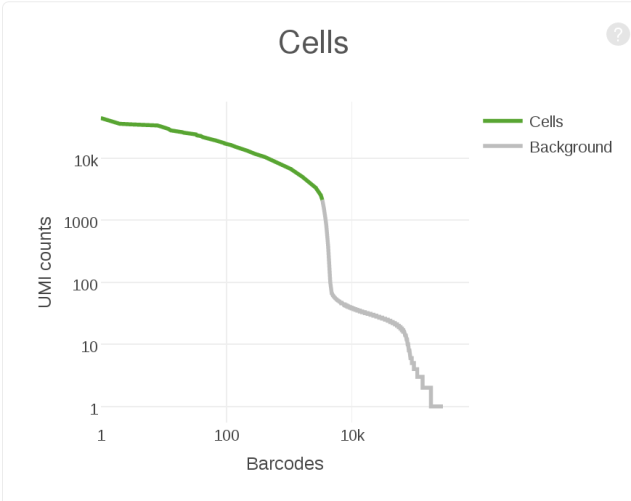** |
| **PC2** | **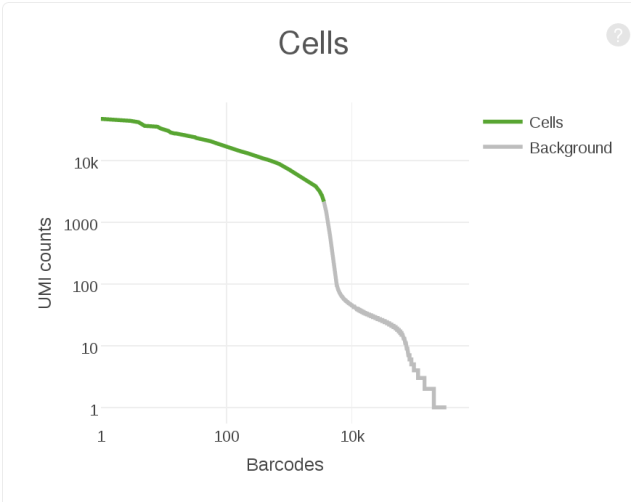** | **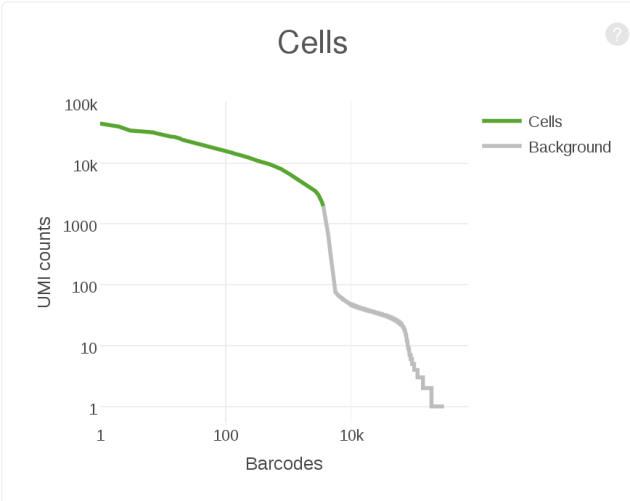** |

**Supplementary Figure S4. Barcode rank plots of fresh and preserved rat liver immune cells.**

The plots display the distribution of cell barcode counts and the corresponding total unique molecular identifier (UMI) counts of the fresh and DMSO cryopreserved cells as generated by the Cell Ranger pipeline. Data are shown for two negative (NC) and positive control (PC) animals, respectively. A steep drop-off of the curve indicates good separation of the cells (green) from background (grey), and therefore low ambient RNA contamination for both, fresh and preserved cells.

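The plots rank barcodes by their UMIs, and a gap between cells and empty droplets shows as a steep fall. Barcodes above 100 UMIs but below the last cell lie in this gap. It was 563 in the fresh and 967 in the preserved library of NC1, 406 and 1239 in NC2, 669 and 629 in PC1, and 1354 and 952 in PC2. These barcodes held 0.639% and 1.38% of the UMIs in NC1, 0.644% and 1.87% in NC2, 0.989% and 1.02% in PC1, and 1.55% and 1.16% in PC2. The mean difference was 199 ± 536 barcodes (SD, n = 4), and -12.7 without NC2. The last cell has fewer UMIs in the preserved than in the fresh libraries of PC1 and PC2, so these numbers do not cover the same range of UMIs. With 1 limit of 597 UMIs for all libraries, chosen after seeing the data, there were 563 and 967 barcodes in NC1, 363 and 1175 in NC2, 511 and 487 in PC1, and 1185 and 870 in PC2.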

**Supplementary Figure S5.**

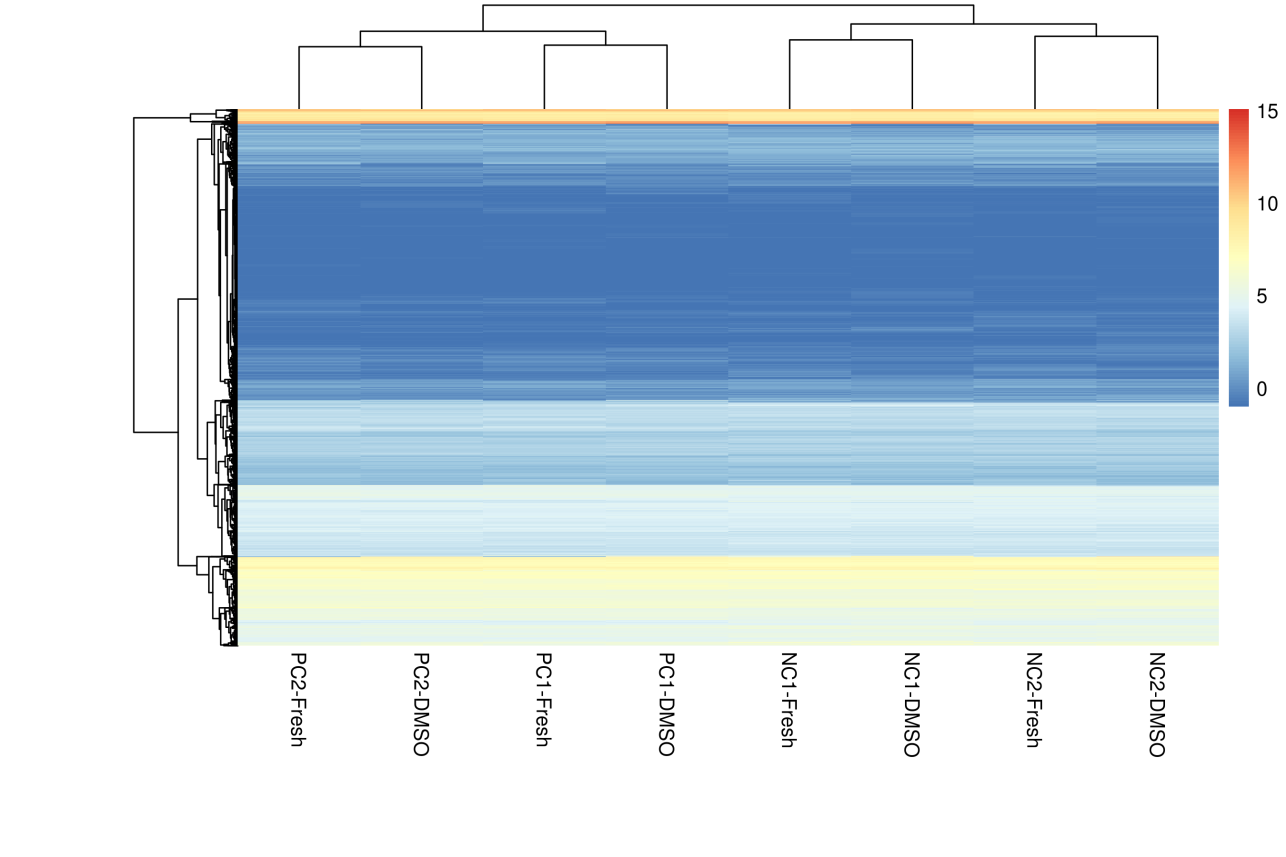

**Supplementary Figure S5. Hierarchical cluster analysis of fresh and preserved rat liver immune cells.**

Hierarchical cluster analysis based on the pseudo-bulk gene expression profiles of fresh and DMSO cryopreserved immune cells isolated from rat liver. 

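The heat map orders libraries by complete-linkage clustering of Euclidean distances, the default of the software named in the Methods. The order changed with the treatment of low counts, with thinning to equal library totals and with 1 selection of cells. With cells of under 20% mitochondrial transcripts, 2 of 4 pairs were joined at a ratio of 0.871. The other selections (Cell Ranger rule, at least 500 UMIs, no doublets) joined 0 of 4 pairs. With 0.5 added per count, thinning all libraries to the smallest total joined 2 of 4 pairs, at a ratio of 0.885 of distances within to distances between animals. With 1 minus Pearson's correlation as the distance, 2 of 4 pairs were joined at a ratio of 0.783. With 0.5 added to the CPM in place of the counts, an alternative chosen after seeing the data, 4 of 4 pairs were joined at a ratio of 0.740. The Methods name the step to CPM before the added 0.5, so this is also a possible reading of the paper's procedure. The diets stayed separate under each of these alternatives.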

Cells were isolated from two negative (NC) and positive control (PC) animals, respectively. Hierarchical clustering was performed on the entire gene set and color-coded gene expression levels are displayed in log_2_(counts per million).

**Supplementary Figure S6.**

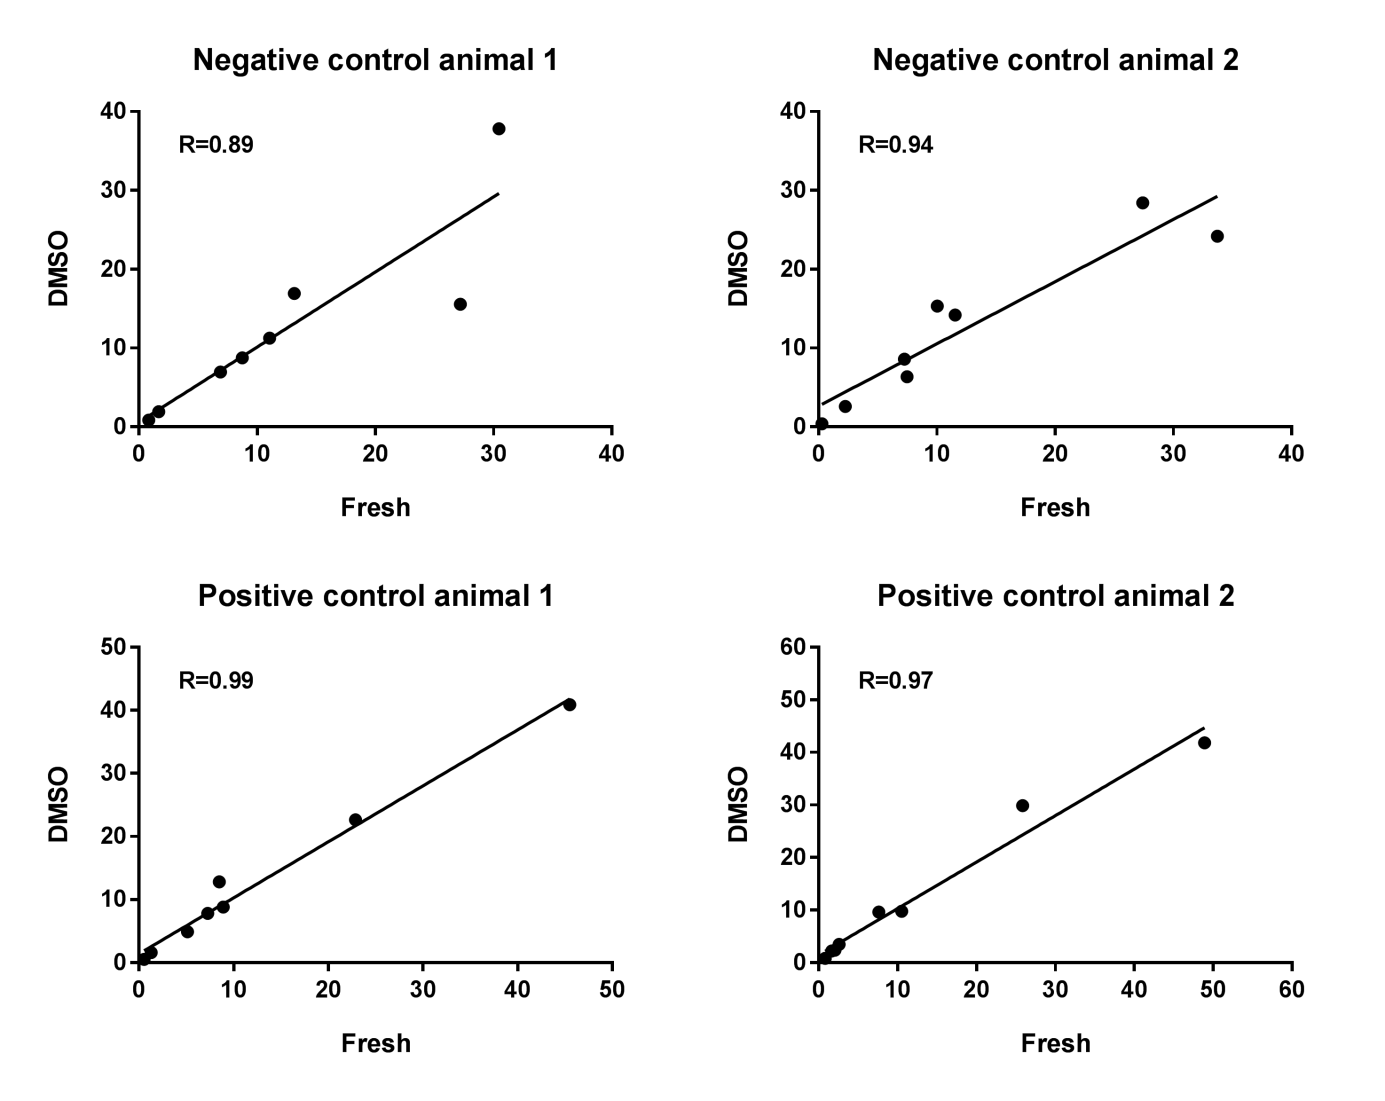

**Supplementary Figure S6. Correlation analysis of relative cell population abundance in fresh and cryopreserved immune cells.**

Eight major cell populations were identified in the primary immune cells isolated from rat liver. 

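Each scatter plot sets the share of every population in the fresh library of an animal against its share in the preserved library. A few large populations weigh most in Pearson's R, and it changes with how finely cells are divided. At a resolution of 0.2, which gave 13 populations, r was 0.883 in NC1, 0.865 in NC2, 0.987 in PC1 and 0.982 in PC2. At a resolution of 0.8, with 14 populations, it was 0.864, 0.867, 0.958 and 0.959. The smallest part of the cells that would have to change population to make the preserved shares equal the fresh ones was 15.6% in NC1, 17.4% in NC2, 10.9% in PC1 and 9.68% in PC2.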

The relative abundance per cell population correlates strongly between fresh and DMSO cryopreserved samples per animal as shown in the scatter plots of negative control animal 1, negative control animal 2, positive control animal 1 and positive control animal 2. R, Pearson correlation coefficient.

**Supplementary Tables**

**Supplementary Table S1.**

Supplementary Table S1. Sample overview per single-cell RNA sequencing experiment.

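For the rat samples the table gives the number of cells that the authors estimated and the mean number of reads per cell. A read is not a molecule, because several reads can come from the same transcript, and the deposited matrices hold UMIs. The UMIs in cells were 21530771 in the fresh and 15914112 in the preserved library of NC1, 20222263 and 16644988 in NC2, 22715146 and 22003122 in PC1, and 23817611 and 22428728 in PC2. Preserved libraries thus had fewer UMIs in cells in 4 of 4 animals, together with fewer cells. The UMI threshold that Cell Ranger derives from the largest barcodes gave 3930 and 3134 cells in NC1, 3832 and 3117 in NC2, 3714 and 3403 in PC1, and 3604 and 3637 in PC2.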

| **Experiment** | **Protocol** | **Storage (weeks)** | **scRNA-seq platform** | **Estimated cell count** | **Mean reads per cell** |
| --- | --- | --- | --- | --- | --- |
| **Species mixing experiment** | -  DMSO cryopreservation  DMSO cryopreservation  Methanol fixation  Methanol fixation  CellCover reagent 4 °C  CellCover reagent -20 °C  CellCover reagent -20 °C | Fresh  1  15  1  15  1  1  15 | Drop-seq  Drop-seq  Drop-seq  Drop-seq  Drop-seq  Drop-seq  Drop-seq  Drop-seq | 1,100  1,553  1,292  606  953  1,029  603  1,322 | 18,650  14,846  14,745  28,557  15,244  14,789  14,144  6,075 |
| **Monocyte-derived macrophages** | -  DMSO cryopreservation  CellCover reagent -20 °C | Fresh  3  3 | Drop-seq  Drop-seq  Drop-seq | 451  571  127 | 76,226  63,786  190,542 |
| **Rat liver immune cells** | -  DMSO cryopreservation  -  DMSO cryopreservation  -  DMSO cryopreservation  -  DMSO cryopreservation | Fresh (NC1)  3 (NC1)  Fresh (NC2)  3 (NC2)  Fresh (PC1)  3 (PC1)  Fresh (PC2)  3 (PC2) | Chromium  Chromium  Chromium  Chromium  Chromium  Chromium  Chromium  Chromium | 4,719  3,603  4,336  3,542  4,121  3,897  4,333  4,325 | 48,845  43,453  49,853  46,329  51,631  50,147  50,837  44,402 |

Summary of the preservation protocol, storage period and single-cell RNA-seq platform used per sample as well as the estimated cell count per sample and the mean sequenced reads per cell. One replicate per condition was analysed for the Drop-seq experiments while cells of four rats (two positive (PC) and two negative control (NC) animals) were analysed on the Chromium system.

**Supplementary Table S2.**

Supplementary Table S2. Number of significantly altered genes between fresh and preserved species mixing samples.

| Protocol | Storage (weeks) | Species | Genes altered | Genes increased | | Genes decreased |
| --- | --- | --- | --- | --- | --- | --- |
| **DMSO cryopreservation** | 1  1  15  15 | Human  Mouse  Human  Mouse | 8  15  7  25 | | 4  14  6  19 | 4  1  1  6 |
| **Methanol fixation** | 1  1  15  15 | Human  Mouse  Human  Mouse | 36  25  82  55 | | 9  8  16  9 | 27  17  66  46 |
| **CellCover reagent 4 °C** | 1  1 | Human  Mouse | 813  400 | | 80  59 | 733  341 |
| **CellCover reagent -20 °C** | 1  1  15  15 | Human  Mouse  Human  Mouse | 486  244  311  135 | | 76  34  31  12 | 410  210  280  123 |

Number of genes that were at least 2-fold significantly (adj. *P* < 0.05) altered between fresh and preserved cells. Numbers are shown per preservation protocol and storage duration for human HEK293 and murine 3T3 cells, respectively.

**Supplementary Table S3.**

Supplementary Table S3. Number of significantly altered genes between fresh and preserved monocyte-derived macrophages.

| Protocol | Storage (weeks) | Species | Genes altered | Genes increased | | Genes decreased |
| --- | --- | --- | --- | --- | --- | --- |
| **DMSO cryopreservation** | 3 | Human | 6 | | 5 | 1 |
| **CellCover reagent -20 °C** | 3 | Human | 506 | | 99 | 407 |

Number of genes that were at least 2-fold significantly (adj. *P* < 0.05) altered between fresh and preserved human monocyte-derived macrophages. The capture of cDNA from methanol preserved cells and processing of cells stored in the CellCover reagent at 4 °C was not feasible, therefore data are not available for these preservation methods.

**Supplementary Table S4.**

Supplementary Table S4. Number of significantly altered genes between fresh and DMSO cryopreserved immune cells.

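The paper's test compares single cells of 1 animal, and cells of 1 library are not replicates of the preservation. Without replicates in an animal, genes were counted here by the size of their difference alone. The mean count per 10000 UMIs was computed over the cells of each library and 1 was added, and genes detected in at least 10% of the cells of either library were compared, 3958 to 4419 per animal. At least 2-fold differences were found for 12 genes in NC1 (8 higher and 4 lower after preservation), where the paper's reported values are 9, 6 and 3. In NC2 there were 14 genes (10 higher, 4 lower), in PC1 7 (5 and 2) and in PC2 10 (9 and 1), and the paper's reported values are the same. Ccl3, Dusp1, Fos, Fosb and Jun were among the genes of all 4 animals. Their log2 ratios ranged from 1.24 to 2.15 for Ccl3, 1.19 to 2.35 for Dusp1, 2.48 to 3.53 for Fos, 1.93 to 3.46 for Fosb and 1.63 to 2.73 for Jun. The added constant holds down ratios of weakly expressed genes. With CPM ratios without a constant for genes of at least 10 CPM, 66 genes differed at least 2-fold in NC1 (18 higher and 48 lower after preservation), 111 in NC2 (35 and 76), 72 in PC1 (15 and 57) and 63 in PC2 (27 and 36).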

| Animal | Storage (weeks) | Species | Genes altered | Genes increased | | Genes decreased |
| --- | --- | --- | --- | --- | --- | --- |
| **Negative control 1** | 3 | Rat | 9 | | 6 | 3 |
| **Negative control 2** | 3 | Rat | 14 | | 10 | 4 |
| **Positive control 1** | 3 | Rat | 7 | | 5 | 2 |
| **Positive control 2** | 3 | Rat | 10 | | 9 | 1 |

Number of genes that were at least 2-fold significantly (adj. *P* < 0.05) altered between fresh and DMSO cryopreserved immune cells that were isolated from rat liver. Numbers are shown for both negative and positive control animals, respectively.

**Supplementary Methods**

**Generation of monocyte-derived macrophages**

Monocyte-derived macrophages were differentiated from isolated human monocytes. 200 mL of fresh blood were diluted with 200 mL of PBS/2 mM EDTA solution and 30 mL aliquots were transferred to Leucosep^TM^ tubes (Greiner Bio-One, Kremsmünster, Austria) filled with 15 mL of Ficoll^®^ Paque Plus (GE Healthcare, Chicago, IL). The tubes were centrifuged for 10 min at 1,000 g (breaks off) and peripheral blood mononuclear cells (PBMCs) were collected. PBMCs from two tubes were pooled, filled up to 50 mL with PBS/2 mM EDTA solution and centrifuged for 10 min at 250 g. Supernatants were discarded and the cell pellets of two tubes were resuspended, filled up to 50 mL with PBS/2 mM EDTA solution and centrifuged for 10 min at 200 g. Supernatants were again discarded and the cell pellets were resuspended in 10 ml of ACK Lysing Buffer (Gibco, Thermo Fisher Scientific, Waltham, MA). The cell suspensions were then incubated for 5 – 10 min at room temperature to lyse remaining erythrocytes. For the final wash step PBS/2 mM EDTA solution was added to a total volume of 50 mL and the tubes were centrifuged for 10 min at 250 g. PBMC pellets were finally pooled and resuspended in PBS. Monocytes were isolated from the purified PBMCs by the EasySep^TM^ Human Monocyte Isolation Kit (Stemcell Technologies, Vancouver, BC, Canada) following the manufacturer’s instructions.

In order to generate M1-like macrophages 3 x 10^6^ freshly isolated monocytes were cultivated per well of a 6-well Nunc UpCell^TM^ plate (Thermo Fisher Scientific, Waltham, MA) using X-VIVO^TM^ 10 Medium (Lonza, Basel, Switzerland) supplemented with 100 ng/ml of GM-CSF (rhGM-CSF, R&D Systems, Minneapolis, MN). Cells were incubated at 37 °C and 5 % CO_2_ throughout differentiation. On day 6 of the differentiation protocol 50 – 75 % of fresh medium supplemented with 100 ng/ml of GM-CSF was added per well. Monocyte-derived macrophages were harvested on day 11 of the differentiation protocol.

How the deposited data were processed for this re-analysis (not part of the article)

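Immune cells from the livers of 4 rats were measured fresh and after DMSO cryopreservation, in 8 libraries. Animals NC1 and NC2 had received the choline-sufficient and PC1 and PC2 the choline-deficient diet. The authors counted UMIs per gene and cell barcode with Cell Ranger, and the matrices hold these counts for every barcode of the system without normalization or selection of cells. Only the Chromium data were analysed. The files were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

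The barcodes with the most UMIs were taken as cells, as many per library as Supplementary Table S1 gives, with at least 100 genes. As alternatives, cells were selected by the rule of Cell Ranger (at least 10% of the 99th percentile of the largest barcodes), by at least 500 UMIs, by under 20% mitochondrial transcripts, or without doublets scored by Scrublet in scanpy 1.11.5. The automatic Scrublet thresholds left nearly no doublets, so after seeing them the highest scores were left out at a rate of 0.8% per 1000 cells. Genes per cell were also compared as the number expected in 1000 UMIs, or in 500 and 2000 UMIs. Library totals were 18338700 to 26471843 UMIs. Intervals and limits for shares of cells cover counting error only.

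UMIs were summed per library over cells, and fresh and preserved libraries were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter for low counts of edgeR and the animal as a block. Thresholds were a Benjamini-Hochberg adjusted p under 0.05 and a 2-fold change. Alternatives were DESeq2 1.42.0 size factors, the DESeq2 test, no filter, at least 10 counts in every library, no block, Bonferroni adjustment, no 2-fold minimum, and leaving out each animal in turn. The fit was tested on simulated data, in which 200 of 11492 genes were changed: 188 were found, with 8 false calls, and 141 with 18 false calls in the comparison of diets. The MAST test of the paper was not repeated, because it takes cells as replicates. Named genes were Fos, Fosb and Jun and the 5 largest changes in each direction among called genes that changed alike in 4 of 4 animals. Lists of 25 stress response genes and 18 marker lists, 1 of them of mitochondrial genes, were compared as sets.

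Clustering used Seurat 5.3.0 with counts scaled to 10000 per cell, 2000 variable genes without those called changed, canonical correlation integration of the 4 animals, 20 dimensions and a resolution of 0.4. Alternatives were resolutions of 0.2 and 0.8, the changed genes kept, no integration, and shares without doublets, without cells of at least 20% mitochondrial transcripts or without the Mito. high population in the denominator. For the last 3, cells were left out after clustering. Clusters were named when at least 3 markers of a list were 2-fold higher than in the remaining cells and present in at least 10% of the cells, and the rules on low UMIs and on leading genes of another list were set after looking at the clusters. Single measures of the 4 animals were compared by two-sided exact permutation of 16 sign changes, pairings of libraries by exact permutation of 24 pairings, and correlations of shares by 100000 permutations. The choices and alternatives were set before the data were examined, except where the text says that they were chosen after.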

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

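The tests of the UMI limit for Mito. high cells and of clustering for the mast/basophil-like cells of NC1, NC2 and PC2 were chosen before their results were seen, and the others below were chosen after.

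In 62 groups of 4 values, Dixon's test singled out 4 values, and chance does so in about 1 in 20 groups. Of 29 paired measures, 4 moved in opposite directions in the NC and PC animals, where chance gives 3.63.

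The B-like share of the fresh library of PC2 was 1.94%, far below the other fresh libraries, which had at least 7.04%. A fault of that library is argued against by the preserved library of PC2, where the share was 2.38%. Clustering is argued against by the B-cell markers summed over all cells, which were at 131 CPM against 367 to 402 CPM in the libraries of the other animals. A difference of this animal, or of its diet together with chance, stays open and was not tested.

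The macrophage-like share of the preserved library of NC2 was 13.1%, against 20.7% to 22.0% in the other preserved libraries. Clustering is argued against by the macrophage markers summed over all cells, at 5889 CPM, which was the lowest of the 8 libraries. Cryopreservation as the whole cause is argued against by the fresh library of NC2, whose share of 15.6% was also the lowest of the fresh libraries. A difference of this animal stays open, untested.

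The Mito. high share of the preserved library of PC1 was 2.00%, lower than the 3.05% to 3.25% of the other preserved libraries. With 1 limit of 919 UMIs for the cells of all libraries it was 1.81%, and the library was then no longer far from the others. Summed with an unnamed cluster of 2413 cells that also have few UMIs, the share was 9.91%, and again the library was not far from the others. A UMI limit that differs between libraries and the clustering are therefore candidate explanations, and no biological explanation was tested.

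The Mito. high share fell after preservation in both NC and rose in both PC animals, and the mean changes differed by 3.16 percentage points. The difference was not tested. With 1 limit of 919 UMIs the change in PC2 was -0.311 percentage points, while the other 3 animals kept their directions, so the UMI limit of a cell may be part of the cause. The directions stayed at a resolution of 0.8 but not in the other clusterings: in NC1, NC2, PC1 and PC2 the changes were 1.70, -0.113, 0.467 and -0.740 at a resolution of 0.2, -0.453, -1.96, 0.361 and -1.22 with the changed genes kept, and -0.238, 0.313, 0.912 and 0.252 without integration. The share of the unnamed cluster of 2413 cells moved the other way, up in both NC and down in both PC animals, and its mean changes differed by -3.19 percentage points, again untested. For this cluster the UMI limit is argued against by a difference of -3.26 with 1 limit for all libraries. For the sum of the 2 shares the difference was -0.035 percentage points and the diets did not move in opposite directions, so a division of cells of few UMIs between the clusters may explain both patterns. An effect of the diet stays open, untested.

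The share of an unnamed cluster of 166 cells rose by 0.762 percentage points in NC1 and by at most 0.103 in the other animals, and PC1 and PC2 held 0 to 4 such cells per library. Counting error is argued against by Fisher's exact test in NC1 (p = 0.00194, 40 fresh and 58 preserved cells), and doublets by a rise of 0.687 percentage points without them. A difference of this animal stays open, untested.

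The number of barcodes above 100 UMIs outside cells rose in both NC and fell in both PC animals, and the mean changes differed by -839.5 barcodes. The difference between the diets was not tested. A UMI limit that differs between libraries is argued against by a difference of -777.5 barcodes with 1 limit for all libraries. In PC1 the fall may come from counting error (binomial test, p = 0.467), and an effect of the diet stays open, untested.

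The neutrophil-like share rose in both NC and fell in both PC animals, and the mean changes differed by -0.2001 percentage points. The difference between the diets was not tested. Within single animals, Fisher's exact test gave 0.375 as the smallest p, so counting error of few cells may account for it, and an effect of the diet stays open, untested.

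A mast/basophil-like cluster, which the paper does not report, held 50 fresh cells and 0 preserved cells. In NC1, NC2 and PC2, 38.5 cells were expected in the preserved libraries from the fresh shares, which argues against sampling. Clustering is argued against there too, since 3 preserved cells of these animals carried at least 3 of the markers in any cluster, against 45 fresh cells. Cells lost below the UMI limit are argued against by the UMIs of the list outside cells, which were 121 in preserved and 245 in fresh libraries of the 4 animals, while those in cells were 344 and 2433. For NC1, NC2 and PC2 together they were 105 and 222 outside and 171 and 2182 in cells. In PC2 alone the UMIs outside rose from 41 to 62, far fewer than the drop in cells from 414 to 85. In PC1, 3 preserved cells carried at least 3 markers, 2 in the T-like and 1 in an unnamed cluster, as many as the 3 fresh cells, so clustering stays open for PC1. A loss of such cells during storage or thawing is a hypothesis for the other animals, and the day of processing cannot be told apart from it.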

How the results depend on the processing

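The log2(CPM + 0.5) distances, the interaction filter by diet and preservation groups and the count of barcodes outside cells with 1 UMI limit were chosen only after the data were seen.

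Of 366 values of the main results under other settings, 298 stayed within the SD of the reported value, within 1.5-fold for counts, or kept their call, 67 moved and 1 lost its significance. A mean smaller than its SD can change sign within these limits, as for the Mito. high share at a resolution of 0.2 (0.329). Of 100 values of single named genes, 93 kept their call and 7 lost it, and 0 changed direction. The cause was not tested for the changes below, except where fewer genes or animals enter.

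In 2000 UMIs the difference in genes per cell was -21.8. The mean R of libraries of the same animal was 0.995 with log2(CPM + 0.5), 0.986 with at least 10 counts in every library and 0.955 with Spearman's correlation. The ratio of distances was 0.706 with at least 10 counts, 0.783 with 1 minus Pearson's correlation and 0.740 with log2(CPM + 0.5). Within animals, CPM ratios without a constant gave 66, 111, 72 and 63 genes in NC1, NC2, PC1 and PC2.

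Of the genes changed by preservation, the DESeq2 test called 61, no filter 159, at least 10 counts in every library 55, no block 11, Bonferroni adjustment 18 and no 2-fold minimum 1048. From 31 (without NC2) to 193 genes (without NC1) were called across the 4 fits that each left out 1 animal, and 51 without PC2. Without the block, the log2 fold change of Fosb was 5.80 and it was not called (adjusted p = 0.0635, over all its alternatives 3.37e-14 to 0.0635).

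The interaction with diet gave 59 genes without a filter, 4 with the filter by diet and preservation groups and 11 with the DESeq2 test, against 0 (740 at an unadjusted p under 0.05). Fits that leave out an animal are not reported for it, because a diet would keep 1 animal. Between diets, no filter gave 344 genes in fresh and 50 in preserved libraries, and the DESeq2 test 364 and 254, of which 176 were called in both. The correlation across genes was 0.286 without a filter, and from 0.643 to 0.753 with 1 animal left out.

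With the changed genes kept in the clustering, the macrophage-like share changed by -18.6 percentage points, and r of the shares was 0.487, 0.654, 0.521 and 0.568 in NC1, NC2, PC1 and PC2. Without the 2 largest populations r was 0.969 in NC1 and 0.948 in NC2, and rho in NC2 was 0.939.

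Within populations, the DESeq2 test called 10 genes in B-like, 11 in cycling-like, 22 in macrophage-like, 19 in monocyte-like, 27 in NK/NKT-like, 16 in plasmacytoid dendritic-like and 11 in T-like cells. Without the block there were 8, 13, 4, 2, 19, 11 and 12 genes in the same order. With 1 animal left out, the counts ranged from 9 to 39 in B-like, 17 to 62 in cycling-like, 21 to 102 in macrophage-like, 19 to 84 in monocyte-like, 30 to 83 in NK/NKT-like, 20 to 107 in plasmacytoid dendritic-like and 13 to 49 in T-like cells.

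The 4 animals give exact tests of paired differences a smallest possible p that rounds to 0.13, and few cells limit the shares of mast/basophil-like and neutrophil-like cells.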

Differences from the paper's values

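The log2(CPM + 0.5) distances and the 0.5 scaled to library size were chosen only after the values were seen. Of 83 values compared with the paper's, 18 differed, and the populations were rebuilt here, so their names and members need not match the paper's. A value counts as different when it lies more than 1.5-fold and, where there are values per animal, more than their SD from the paper's, and for correlations the SD alone counts. A gap is called closed where an alternative brought the value within these limits, which need not be equality.

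The paper's number of clusters is 13, against 20 here. Of the alternatives set before the data were examined, the resolution of 0.2 (15 clusters) closed the gap, and the resolution of 0.8 (23), the changed genes kept (21) and no integration (21) did not.

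The paper's R of shares in NC2 is about 0.94 in Supplementary Fig. S6, read by eye, against 0.826. With r taken without the 2 largest populations (0.948) the gap closed, and the resolutions of 0.2 (0.865) and 0.8 (0.867), the changed genes kept (0.654), no integration (0.858), no doublets (0.812), mitochondrial transcripts under 20% (0.838) and Mito. high left out of the denominator (0.836) did not. The paper's R covers fewer populations than the 15 here. An r that leaves out the 2 largest populations is a different measure from the paper's R, so its closeness does not account for the gap.

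The paper's NK/NKT share of the preserved library of NC2 is about 24% in Fig. 7c, read by eye, against 13.9%. The resolution of 0.8 (17.6%) and the changed genes kept (18.4%) closed the gap, and the other 5 alternatives did not.

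The paper's macrophage shares in Fig. 7c, read by eye, are about 30% in the fresh and about 38% in the preserved library of NC1, about 27% and about 28% in NC2, about 46% and about 41% in PC1, and about 49% and about 42% in PC2. The values here were 19.0% and 20.7%, 15.6% and 13.1%, 30.6% and 22.0%, and 29.1% and 21.9%. At the resolution of 0.2 they were 26.7% and 29.7%, 22.8% and 20.9%, 41.6% and 35.2%, and 43.2% and 35.0%, which closed all 8 gaps. In fresh NC1 the resolution of 0.8 (20.7%) and Mito. high left out of the denominator (20.1%) also did. In fresh PC1 the resolution of 0.8 (33.0%), no doublets (30.8%), mitochondrial transcripts under 20% (31.2%) and Mito. high left out of the denominator (30.9%) also did. The remaining alternatives did not close these gaps.

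The paper's Mito. high shares in Fig. 7c, read by eye, are about 11% in the fresh and about 9% in the preserved library of NC1, about 6.5% in the preserved library of NC2, about 8.9% and about 9% in PC1, and about 12% and about 11% in PC2. The values here were 5.23% and 3.25%, 3.05%, 0.898% and 2.00%, and 2.95% and 3.10%. None of the alternatives closed the gap in fresh NC1. The resolution of 0.2 closed the others, with 6.66% in preserved NC1, 6.18% in preserved NC2, 8.13% and 8.60% in PC1, and 12.7% and 11.9% in PC2. No integration left the gap in preserved NC1 open and closed those in PC1 (6.04% and 6.95%) and PC2 (11.1% and 11.4%). In preserved NC2 it gave 3.22%, little changed from 3.05%, and this passed only through the wider SD without integration. Preserved shares without integration ran from 1.86% to 11.4%. The other alternatives did not close these gaps.

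The paper states that hierarchical clustering places fresh and preserved cells of the same animal closer than cells across animals. Here the mean distance within animals was 0.872 of that between animals, but complete linkage joined 0 of 4 pairs. The Cell Ranger rule, at least 500 UMIs and leaving out doublets also joined 0 of 4. With mitochondrial transcripts under 20%, at least 10 counts, thinning or 1 minus Pearson's correlation 2 of 4 pairs were joined, and also with the 0.5 scaled to library size, and with log2(CPM + 0.5) 4 of 4 were, these last alternatives chosen after seeing the values. The Methods name the step to CPM before the added 0.5, so log2(CPM + 0.5) may be the paper's own procedure.

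The paper states that all populations of fresh samples were also present after cryopreservation, whereas the mast/basophil-like cluster held 50 fresh cells and 0 preserved cells.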

Other observations

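The 7 counts of splits within populations and the test of few cells for hepatocyte transcripts were chosen before their results were seen, and the other tests below were chosen after.

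The 92 genes changed by preservation were compared with other splits of the paired libraries. Of the 8 splits that part every pair, 1 (the real one) gave as many genes, the next gave 10 and the other 6 gave 0. Within B-like, cycling-like, macrophage-like, monocyte-like, NK/NKT-like, plasmacytoid dendritic-like and T-like cells, again 1 of 8 splits gave as many as the 21, 31, 40, 40, 58, 40 and 20 genes called. With 8 splits a share under 0.05 cannot be reached, so this count by itself does not exclude a grouping by chance. A change in the mix of populations as the whole cause is argued against by 41 of the 92 genes, which were called with the same sign in at least 1 population, where 47 could be tested.

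For the increase of Fos, Fosb and Jun, a change in the mix of populations is argued against by the smallest log2 fold change within a population, 3.37. Free RNA is argued against by the UMIs per cell, which were at least 173 times those per empty droplet. Damaged cells are argued against since leaving out cells of at least 20% mitochondrial transcripts shifted the log2 fold changes by at most 0.012. A response of the cells to freezing, thawing or handling is a hypothesis. Within these libraries the day of processing cannot be told apart from it. The log2 ratio in a single animal was at least 2.99 for Fos, 3.64 for Fosb and 3.01 for Jun. The paper also reports increased FOS and FOSB in separate experiments on cell lines and macrophages. For these 2 genes, this argues against a fault of 1 processing day as the whole cause.

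Hepatocyte markers were lower in cells of preserved libraries in 4 of 4 animals, by a mean log2 change of -1.67 ± 0.365 (SD, n = 4, exact permutation test, p = 0.13). Alb was at 1.14 to 9.29 CPM in fresh libraries, and the median log2 fold change was -1.84 over the 5 genes tested. Barcodes of 1 to 100 UMIs fell as well, by a mean log2 change of -2.79 ± 1.22, lower in 4 of 4 animals, and in fresh libraries held a higher level than cells, such as 289 against 24.6 CPM in PC1, so free RNA of hepatocytes was present and decreased. As the whole source of the UMIs in cells it is argued against by UMIs per cell of at least 15.1 times those per empty droplet in fresh libraries. Library size is argued against by random lists of the same level, whose median was -0.040, and 0 of 10000 lists were as low. A few cells with hepatocyte RNA are argued against, since the number of fresh cells with such a UMI was 0.961 of that expected for an even spread over UMIs. The level in the fresh cells with the most UMIs was 0.843 of that in those with the fewest, so copies joined to other barcodes during amplification may be a source, although low expression in every cell predicts the same. No biological explanation was tested.

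In the preserved library of NC1, globin transcripts had 7096 UMIs in 1 cell and 2496 UMIs in the other cells. Free RNA of red blood cells is argued against by a ratio of 99.7 between cells and empty droplets. The level in the cells with the most UMIs was 0.778 of that in those with the fewest, and copies of the transcripts of 1 barcode joined to other barcodes during amplification may explain it. No biological explanation was tested.

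A larger share of UMIs lay outside cells in preserved libraries. In the NC animals, at least 75.7% of the rise remained with the fresh number of UMIs outside cells, so fewer cells per library may account for most of it. In the PC animals at most 29.2% remained, which argues against this. Index exchange between libraries is argued against by the excess UMIs at cell barcodes of other libraries, at most 0.621% of a library. The number of UMIs outside cells rose by 10.9% in PC1 and 14.4% in PC2. The mean UMIs per empty droplet rose from 24.5 to 28.8 in PC1 and from 29.8 to 35.9 in PC2. These values go with more free RNA after preservation in the PC animals, whose cause was not tested.

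The share of NK/NKT-like cells was lower in the preserved libraries of NC1 and NC2, mainly in the cluster led by Mcpt1l4 and Xcl1. Clustering by changed genes is argued against, as the smallest change over the 5 clusterings was -10.1 percentage points. Loss below the UMI limit is argued against by the markers in barcodes under the limit, at most 1.23 times their level in cells, where 4.43 in NC1 and 2.36 in NC2 would be needed. An effect of the diet stays open, untested.

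Of the lists compared as sets, 12 of 22 tested stress response genes had an adjusted p under 0.05 over all genes and 15 when adjusted over the list alone, and for 13 mitochondrial genes it was 1 and 4. For the markers the counts over all genes and adjusted over the list alone were 1 and 1 of 10 for B, 7 and 9 of 10 for cycling, 4 and 5 of 5 for hepatocyte, 1 and 1 of 14 for macrophage, 2 and 5 of 5 for mast/basophil, 1 and 3 of 14 for NK/NKT, 5 and 6 of 7 for neutrophil, 4 and 6 of 10 for plasmacytoid dendritic and 2 and 6 of 12 for T cells. They were 0 and 0 for the 2 cholangiocyte, 6 conventional dendritic, 8 endothelial, 2 erythroid, 6 monocyte, 5 plasma cell and 3 platelet genes tested, and no stellate gene could be tested.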
